# Modulation of glucocorticoid receptor function under iron overload

**DOI:** 10.3389/fimmu.2025.1605420

**Published:** 2025-06-18

**Authors:** Wanting Zhu, Tineke Vanderhaeghen, Steven Timmermans, Jolien Vandewalle, Melanie Eggermont, Nicolette J. D. Verhoog, Claude Libert

**Keywords:** iron, glucocorticoids, ferroptosis, function, critical illnesses

## Abstract

Acute iron overload leads to ferroptosis, in a mouse model of FeSO_4_ challenge causing lethal shock, associated with inflammation and multiple organ failure (MOF). We investigated molecular aspects causing this phenomenon upon FeSO_4_ overload, with a focus on the glucocorticoid receptor (GR), an important anti-inflammatory transcription factor. We report that Fe overload activates the HPA axis, leading to corticosterone increases in the blood, acutely causing upregulation of GR-dependent genes in liver. Using a GR blocker, mice with a reduced GR dimerization potential and removal of adrenal glands sensitizes mice for Fe-induced toxicity, GR appears essential to resist ferroptosis. However, stimulating GR with DEX is unable to protect mice against FeSO_4_-induced MOF and death. This dilemma is shown, by RNA sequencing, to be the result of a quick and complete inactivation of GR biological function by Fe^2+^, shortly after the initial activation. This inactivity of GR seems to be the result of a complete lack of GR to bind its ligand. We discuss the possible mechanism and complications for ferroptosis progression during diseases.

## 1 Introduction

Iron is an essential element for life, indispensable for various physiological processes, including oxygen transport, DNA synthesis, and electron transport (1, 2). Iron homeostasis is tightly regulated by a controlled feedback mechanism at both systemic and cellular levels. Excessive accumulation of its free form, non-transferrin-bound iron (NTBI), also known as catalytic iron, can be highly toxic, as it promotes the generation of toxic reactive oxygen species (ROS) through the Fenton and Haber-Weiss reaction. This process exacerbates oxidative stress, potentially leading to DNA damage and lipid peroxidation (3–5). This suggests that iron can act as a main inducer of a newly identified form of cell death called ferroptosis, characterized by excessive catalytic iron accumulation, lipid peroxidation, and eventually cell membrane rupture (4, 6). Next to its involvement in ferroptosis, iron is also an essential nutrient for bacterial proliferation. Therefore, excessive accumulation of iron could increase the risk of infections, which might be harmful. Altogether, iron overload can induce elevated oxidative stress, drive ferroptosis, facilitate bacterial proliferation, ultimately leading to cell death and tissue damage (5). These characteristics of iron and its homeostatic regulation are intrinsically linked to the physiological response to inflammation and infection. This is closely associated with the pathogenesis and progression of various inflammatory diseases, such as sepsis (7). Studies have shown that increased iron levels in the serum of sepsis patients positively correlate with both organ failure and mortality (8).

Glucocorticoids (GCs) are steroid hormones that are mainly synthesized and released by the adrenal cortex. Their secretion is regulated by the hypothalamic-pituitary-adrenal (HPA) axis and exhibits both a circadian and an ultradian pattern (9). Upon exposure to inflammation or a stress condition, the activity of the HPA axis is enhanced, thereby initiating the secretion of corticotropin-releasing hormone (CRH) by the hypothalamus. CRH will bind to its receptor CRHR1 in the anterior pituitary gland to promote the synthesis and secretion of adrenocorticotropic hormone (ACTH), which stimulates the adrenal glands to release GCs into the systemic circulation (10). Once in the bloodstream, GCs diffuse through cellular membranes and bind to the glucocorticoid receptor (GR) present in the cytoplasm. Without binding biologically active GCs, the GR remains in the cytoplasm in a multiprotein complex. Ligand binding induces a conformational change in the GR, leading to its dissociation from this complex of molecular chaperones, including heat shock proteins (e.g. HSP90 and HSP70). This conformational change also exposes its nuclear localization signal (NLS), promoting translocation of the GC-GR complex into the nucleus (11). Once inside the nucleus, GR can bind as a monomer or a homodimer to glucocorticoid response elements (GREs) in the promoter regions of its target genes, thereby modulating the transcription of a diverse number of genes involved in maintaining homeostasis, regulating metabolic pathways, and exerting potent anti-inflammatory and immunosuppressive effects (12–14). Additionally, GR can interact with other transcription factors, such as NF-κB and AP-1, through protein-protein interactions and repress the expression of pro-inflammatory genes, further mediating the anti-inflammatory response (15).

Activation of the HPA axis is essential for survival in various infectious diseases, including sepsis (16–18). However, in septic conditions, GC resistance develops, impairing the effectiveness of GCs in improving clinical outcomes (16). GC resistance is characterized by a diminished sensitivity or responsiveness to GCs, despite normal or elevated concentrations of these hormones (16, 19). Clinical and experimental evidence indicates a strong correlation between the degree of GC resistance, disease severity, and mortality in septic shock (20). The pathogenesis of GC resistance is complex and involves multiple mechanisms. Pro-inflammatory cytokines and oxidative stress are known to interfere with the GC signaling pathway at various stages (21). How GC resistance contributes to the progression of sepsis is not entirely clear, but the essential role of GR in hepatocytes to stimulate gluconeogenesis, which is involved in the removal of lactate, seems to be an essential function of GR that is lost in sepsis (16).

GR and iron exhibit a mutually regulatory relationship. Iron overload activates the HPA axis, leading to increased serum GC levels in rats (22). At the same time, GCs play a role in regulating iron metabolism. He et al. have shown that systemic GC administration increases the expression of iron regulatory protein-1 (IRP-1) and transferrin receptor-1 (TFR1), while downregulating ferritin in the liver, leading to increased liver iron accumulation in rats (23). Similarly, in an *in vitro* study of hippocampal neurons, exposure to GCs elevates intracellular iron levels and reduces ferritin expression, promoting oxidative damage of the neurons (24). Taken together, conditions such as sepsis which are characterized by iron accumulation (25) and GC resistance (16) suggest a potential mechanistic link between iron metabolism and GR function. Understanding this interaction may provide new insights into the pathophysiology of such diseases and may offer novel therapeutic targets.

In this study, applying a recently published *in vivo* mouse model of toxic Fe overload and ferroptosis (26), we demonstrate that acute iron overload activates the HPA axis, which triggers an inflammatory response and initiates the ferroptosis pathway. We describe that on one hand GC/GR biology reduces the toxic effects of iron overload, but on the other hand, that iron strongly undermines GR biology, as it interferes with the binding of ligands to the GR, thereby preventing GR nuclear translocation and inducing GC resistance.

## 2 Materials & methods

### 2.1 Mice

Female C57BL/6J mice as well as bilaterally adrenalectomized (ADX) C57BL/6J mice were purchased from Janvier (Le Genest-St. Isle, France). ADX mice were ordered at the age of 7 weeks and bilateral adrenalectomy was performed two weeks before delivery. *GR^fl/fl^* (generously provided by Dr. Jan Tuckermann, Ulm, Germany) were crossed with *Albumin Cre* transgenic mice, and the offspring was intercrossed to generate *GR^fl/fl^ Albumin Cre^Tg/+^* (GR^AlbKO^) mice, all in a C57BL/6J background. GR^dim/dim^ mice were generated by Reichardt et al. (1998) (27) and kept on an FVB/N background (provided by Dr. Jan Tuckermann, Ulm, Germany). Heterozygous GR^dim/wt^ mice were intercrossed to generate GR^wt/wt^ and GR^dim/dim^ homozygous mutant mice. All offspring were genotyped by PCR on genomic DNA isolated from toe biopsies. Mice were housed in a temperature-controlled, specific pathogen free (SPF) air-conditioned animal house with 14 and 10h light/dark cycles and received food and water *ad libitum.* The drinking water of ADX mice was supplemented with 0.9% NaCl. All mice were used at the age of 8 – 12 weeks, and all experiments were approved by the institutional ethics committee for animal welfare of the Faculty of Sciences, Ghent University, Belgium.

### 2.2 Reagents

Iron (II) sulfate heptahydrate, sodium sulfate anhydrous and LPS from *Salmonella abortusequi* were purchased from Sigma-Aldrich N.V. and dissolved in 0.9% NaCl. For intraperitoneal (i.p.) dexamethasone (DEX) injection, Rapidexon (Medini N.V.) was used. DEX was diluted in pyrogen-free phosphate buffered saline (PBS). RU486 (Mifepristone, Sigma-Aldrich N.V.), a GR antagonist, was diluted in DMSO. An overview of all reagents and tools used can be found in **Table 1**.

**Table 1:** Reagents and tools table.

Reagent or Resource	Source	Identifier
Experimental models: Organisms/strain		
C57BL/6J	Janvier	N/A
ADX C57BL/6J	Janvier	N/A
Nr3c1tm3Gsc/Nr3c1tm3Gsc Mus musculus (in manuscript referred to as GRdim/dim)	Jan Tuckermann (FVB background)	MGI Cat# 4455054 RRID: MGI:4455054
B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J Mus musculus (in manuscript referred to as Alb cre)	Dirk Elewaut	IMSR Cat# JAX:003574, RRID: IMSR_JAX:003574
Antibodies		
GR antibody (G-5)	Santa-Cruz Biotechnology	Cat# Sc-3932; RRID: AB_2687823
β-actin antibody (BA3R)	Thermo Fisher Scientific	Cat# MA5-15739; RRID: AB_10979409
Lamin A/C	Cell Signaling Technology	Cat# 2032, RRID: AB_2136278
β-tubulin antibody	Sigma-Aldrich N.V.	Cat# T4026, RRID: AB_477577
Amersham ECL anti-mouse antibody	GE Healthcare Life Sciences	Cat# NA931
Oligonucleotides		
qPCR primers (**Table 2**)	This MS	N/A
Chemicals, enzymes and other reagents		
LPS	Sigma Aldrich N.V.	Cat# L5886
Rapidexon 2 mg/ml (DEX)	Medini N.V.	NA
RU486	Sigma Aldrich N.V.	Cat# M-8046
Iron (II) sulfate heptahydrate	Sigma Aldrich N.V.	Cat# F7002-250G-D
1-methyl-2-phenylindole	Santa Cruz	Cat# sc-253936
1,1,3,3-tetramethoxypropane	Sigma Aldrich N.V.	Cat# 108383
[3H]-corticosterone	AEC Amersham	Cat# TRK 406
Sodium sulfate anhydrous	Sigma Aldrich N.V.	Cat# PHR2658
cOmplete™, EDTA-free Protease Inhibitor Cocktail	Sigma Aldrich N.V.	Cat# 11873580001
Software		
GraphPad Prism v.10	GraphPad Software	GraphPad Prism; RRID: SCR_002798
HOMER	(28)	HOMER; RRID: SCR_010881
IPA	Ingenuity Pathway Analysis (Qiagen)	IPA, RRID: SCR_008653
Other		
Aurum total RNA mini kit	Bio-Rad	Cat# 732-6820
Roche Light Cycler 480 instrument	Roche	RRID: SCR_020502
SensiFAST cDNA synthesis kit	GC Biotech BV	Cat# BIO-650504
ACTH ELISA kit	Abcam	Cat# Ab263880
Corticosterone ELISA kit	Arbor Assays	Cat# K014-H1; RRID: AB_2877626
SensiFAST SYBR No-ROX kit	GC Biotech BV	Cat# CSA-01190
Iron Assay kit	Abcam	Cat# Ab83366
Pierce™ BCA Protein Assay Kits	ThermoFisher Scientific	Cat# A65453
Sterilin™ Scintillation Vial	ThermoFisher Scientific	Cat# S31
IL-6 mouse ELISA kit	ThermoFisher Scientific	Cat# BMS603-2
Nuclear extract kit	Active Motif N.V.	Cat# 40010

### 2.3 Acute iron overload model

C57BL/6J mice treated with iron (II) sulfate heptahydrate received one i.p. injection of 300 mg/kg FeSO_4_·7H_2_O dissolved in 0.9% NaCl, with an injection volume of 200 μl per 20 g body weight. When pre-treated with DEX (10 mg/kg or 20 mg/kg), mice were also injected once i.p. with 300 mg/kg FeSO_4_. Using the GR inhibitor RU486, mice were first injected i.p. with RU486 (5 mg per mouse) or DMSO followed by a single i.p. injection of 150 mg/kg FeSO_4_. GR^dim/dim^, ADX, and GR^AlbKO^ mice were also injected once i.p. with 200 mg/kg FeSO_4_. For survival experiments, rectal body temperature was monitored and mice with a body temperature below 28°C were euthanized using cervical dislocation. For isolation experiments, mice were euthanized via cervical dislocation at the indicated time points and serum and organs were isolated. Blood was obtained via cardiac puncture after sedation with a ketamine/xylazine solution (Sigma-Aldrich N.V.). To obtain serum, blood samples were collected in 1.5 ml Eppendorf tubes, incubate overnight at 4°C and centrifuged at 10.000 rpm for 5 minutes at 4°C. Serum samples were stored at -20°C for biochemical analysis.

### 2.4 Endotoxemia experiment

C57BL/6J mice were injected i.p. with either PBS or DEX (10 mg/kg), followed by a lethal dose of LPS (22.5 mg/kg), dissolved in sterile PBS to induce endotoxin shock. For survival, rectal body temperature was monitored and mice with a body temperature below 28°C were euthanized *via* cervical dislocation.

### 2.5 Real-time quantitative PCR

Liver and kidney samples were isolated and stored in RNA later (Ambion, Life Technologies Europe) at -20°C until further processing. Total RNA was isolated using the Aurum total RNA mini kit (Biorad) according to manufacturer’s instructions. RNA concentration was measured with the Nanodrop 8000 (Thermo Fisher Scientific), and 1000 ng RNA was used to prepare cDNA with SensiFAST cDNA Synthesis Kit (Bioline). cDNA was diluted 20 times in ultrapure water for use in RT-qPCR reactions. RT-qPCR primers for used targets are listed in **Table 2**. RT-qPCR reaction was performed with SensiFAST SYBR No-ROX mix (Bioline) and was performed in duplicate in a Roche LightCycler480 system (Applied Biosystems). The stability of the housekeeping genes (HKGs) was determined by Genorm. Results are given as relative expression values normalized to the geometric mean of the house keeping genes *Rpl* and *Gapdh*, calculated using the 2^-ΔΔCt^method.

**Table 2:** Primer sequences used for RT-qPCR.

Gene	Forward primer (5′‐3′)	Reverse primer (5′‐3′)
*Rpl*	CCTGCTGCTCTCAAGGTT	TGGTTGTCACTGCCTCGTACTT
*Gapdh*	TGAAGCAGGCATCTGAGGG	CGAAGGTGGAAGAGTGGGAG
*Hmox1*	AAGCCGAGAATGCTGAGTTCA	GCCGTGTAGATATGGTACAAGGA
*Slc7a11*	GGCACCGTCATCGGATCAG	CTCCACAGGCAGACCAGAAAA
*Chac1*	CTGTGGATTTTCGGGTACGG	CCCCTATGGAAGGTGTCTCC
*Aimf2*	CTGCCTACCGCAGTGCATT	ACGCCATCATTTCTGCCCA
*Fth1*	CAAGTGCGCCAGAACTACCA	GCCACATCATCTCGGTCAAAA
*Slc39a14*	GTGTCTCACTGATTAACCTGGC	AGAGCAGCGTTCCAATGGAC
*Slc40a1*	ACCAAGGCAAGAGATCAAACC	AGACACTGCAAAGTGCCACAT
*Tfrc*	GTTTCTGCCAGCCCCTTATTAT	GCAAGGAAAGGATATGCAGCA
*Fam107a*	CAGACCAGAGTACAGAGAGTGG	GTGGTTCATAAGCAGCTCACG
*Fkbp5*	TGAGGGCACCAGTAACAATGG	CAACATCCCTTTGTAGTGGACAT
*Tsc22d3*	CCAGTGTGCTCCAGAAAGTGTAAG	AGAAGGCTCATTTGGCTCAATCTC
*Sgk1*	GAGATCGTGTTAGCTCCAAAGC	CTGTGATCAGGCATAGCACACT
*Tat*	TGCTGGATGTTCGCGTCAATA	CGGCTTCACCTTCATGTTGTC

### 2.6 Liver transcriptomics analysis

Female C57BL/6J mice were injected i.p. with 0.9% NaCl or 300 mg/kg FeSO_4_. After 6h, these mice were stimulated with PBS or DEX (10 mg/kg, i.p.) for 2h. Then, mice were euthanized, and livers were collected for RNA sequencing (RNAseq). Total RNA was isolated with Aurum total RNA mini kit (Biorad) according to the manufacturer’s instructions. RNA concentration was measured, and RNA quality was checked with the Agilent RNA 6000 Pico Kit (Agilent Technologies). The sequencing library was constructed using the Illumina TruSeq Stranded mRNA Library Prep kit according to the manufacturer’s instructions. The library was sequenced single-end for 100 cycles on an Illumina NovaSeq 6000 sequencing device. Reads were quality checked with FastQC (28) and mapped to the mm39 reference genome using GENCODE known splice junctions (v28) with the STAR (v2.7.10b) (29) with added option of “–quantMode GeneCounts” to directly obtain the counts per gene and differential expressed genes (DEGs) were found by the DESeq2 R package (30) with the false discovery rate (FDR) set at 5%. Motif finding multiple motifs or *de novo* motif finding was performed using the HOMER software. We used the promoter region (start offset: −1 kb, end offset: 50 bp downstream of transcription start site (TSS)) to search for known motif enrichment and *de novo* motifs (31). Visualizations were made using R software. Ingenuity Pathway Analysis (IPA, Qiagen) was utilized for the analysis of RNAseq data.

### 2.7 Biochemical analysis

Analysis of mouse plasma aspartate aminotransferase (AST), alanine aminotransferase (ALT), creatinine, urea, creatine kinase (CK) and lactate dehydrogenase (LDH) levels were kindly provided to us by the University Hospital of Ghent. ACTH (Abcam) and corticosterone (Arbor Assays) levels were measured in mouse serum with the use of colorimetric assays according to manufacturer’s instructions. Serum interleukin-6 (IL-6, eBioscience) levels were measured by ELISA.

### 2.8 Iron assay kit

Total iron, ferrous (Fe^2+^) and ferric (Fe^3+^) iron levels were measured in serum and liver samples using the Iron Assay Kit (Abcam) according to the manufacturers’ instructions. Briefly, serum samples were incubated at 37°C for 30 minutes. To measure total iron and Fe^3+^ levels, an iron reducer was added. Then, the Iron Probe was added and incubated at 37°C for 60 minutes. Samples were measured using a microplate reader at 595 nm. For liver samples, the samples were first homogenized in lysis buffer provided by the manufacturer.

### 2.9 Colorimetric lipid peroxidation assay

Malondialdehyde (MDA) levels were determined via a colorimetric assay in which 1-methyl-2-phenylindole species were measured, as previously described (26, 32). In short, serum samples were diluted in PBS to a final volume of 100 μl and then mixed with 325 μl of 1-methyl-2-phenylindole (Santa Cruz) dissolved in a mixture of acetonitrile/methanol (3:1), with 10 mM 1-methyl-2-phenylindole as a final concentration. Next, 75 µl of 37% hydrochloric acid was added and incubated at 70°C for 45 minutes. Then, the samples were centrifugated (10 minutes, 14.000 rpm, 4°C) and the supernatant was collected. The absorbance was measured at 595 nm, and a standard of 1,1,3,3-tetramethoxypropane (Sigma-Aldrich N.V.) was used as a source of MDA to determine its concentration.

### 2.10 Western blot analysis

For the detection of GR protein levels, total protein was isolated from snap frozen liver with RIPA lysis buffer, supplemented with protease inhibitor cocktail (Roche). Protein samples containing 20 µg of protein were separated by electrophoresis on an 8% gradient SDS-polyacrylamide gel and transferred to nitrocellulose filters (pore size 0,45 µm). After blocking the membranes with a ½ dilution of Starting Block/PBST 0.1% (Thermo Fisher Scientific), membranes were incubated overnight at 4°C with primary antibodies against GRα/β (1:1.000, G5, Santa Cruz), and β-actin (1:5.000, Life Technologies Europe) as an internal control. Blots were washed with 0.1% PBST and then incubated for 1h at room temperature with Amersham ECL anti-mouse antibody (1:2.000, GE Healthcare Life Sciences). Immunoreactive bands were visualized and quantified using an Amersham Imager 600 (GE Healthcare Life Sciences).

### 2.11 Nuclear translocation

GR nuclear translocation was assayed in liver samples derived from C57BL/6J mice that were injected with 10 mg/kg DEX or PBS 6h after 300 mg/kg FeSO_4_ or 0.9% NaCl challenge. Nuclear proteins were isolated out of freshly isolated liver tissue using the nuclear extract kit according to manufacturer’s instructions (Active Motive). Western blot analysis was carried out as described above. Lamin A/C (1:100, Cell Signaling Technology) and β-tubulin (1:1.000, Sigma-Aldrich N.V.) was used as an internal control for nuclear and cytoplasmic extract respectively.

### 2.12 Liver cytosolic GR ligand binding

The whole livers from ADX mice were thawed, cut into fine pieces, and homogenized with a Miccra D-1 homogenizer in 1.5 ml cytosol buffer (10 mM Tris _HCl, pH 7.5, containing 0.25 M sucrose, 0.1 mM PMSF, and protease inhibitor tablets (Roche)) on ice. Each homogenate was ultracentrifuged at 100.000 g for 1h at 4°C. The upper fatty layer was discarded, and the crude cytosol was treated with 100 µl dextran-coated charcoal (DCC; 3.75 g of charcoal and 0.375 g of dextran T-70 made up in 100 ml of 10 mM Tris HCl, pH 7.5) for 15 minutes on ice to remove endogenous steroids. Each sample was then centrifuged at 3.000 g for 15 minutes at 4°C. The clear supernatant was referred to as “liver cytosol” and diluted to a final volume of 2 ml. The protein concentration of the liver cytosol was determined using the bicinchoninic acid assay (Pierce).

To determine the GR binding capacity of the liver cytosols, 250 µl liver cytosol was incubated with 10 µl 400 nM [3H]-corticosterone (specific activity of 79 Ci/mmol (AEC Amersham)) in the presence of 10 µl ethanol (total binding) or 10 µl excess (0.4 mM) unlabeled corticosterone (non-specific binding) and 130 µl cytosol buffer for 24h at 4°C. Next, 100 µl DCC was added to each sample and incubated on ice for 10 minutes to separate free radiolabeled ligand from bound, followed by centrifugation at 3.000 g for 10 minutes at 4°C. The supernatants (300 µl) were transferred into scintillation vials containing 2.5 ml scintillation fluid (Thermo Scientific), vortexed and the counts per minute were measured using a Tri-Carb 2810TR scintillation counter (PerkinElmer). Specific binding was determined as the difference between total binding and non-specific binding and was normalized for protein content (expressed as fmol/mg protein). DCC efficiency for removing unbound radioactive-labelled steroids was at least 90%. The counting efficiency was 44%, and ligand depletion was below 10%.

### 2.13 Statistics

Data were expressed as means ± standard errors of the means (SEM). Statistical significance was evaluated with two-way unpaired Student’s t-test and two-way ANOVA in GraphPad Prism 10.0 software (GraphPad Software, San Diego, CA). If applicable, two-way ANOVA analyses were followed by *post-hoc* analysis to correct for multiple testing during the pairwise multiple comparisons using the Šídák’s multiple comparisons test. Fold changes or ratios were log(Y) transformed before statistical analysis. Survival curves were subjected to the Log-Rank (Mantel-Cox) test to investigate whether statistical significance could be observed during different groups. A P-value of < 0.05 was considered statistically significant. ****P ≤ 0.0001, ***P ≤ 0.001, **P ≤ 0.01, *P ≤ 0.05, ns = not significant.

## 3 Results

### 3.1 Genome-wide overview of FeSO_4_-induced transcriptional changes in the liver

To study the *in vivo* effects of iron overload, an experimental mouse model was applied, previously described by Van Coillie et al. (26). A dose of 300 mg/kg FeSO_4_ was required to induce lethal shock (**Supplementary Figures 1A, B**), while equal amounts of Na_2_SO_4_ and NaCl remained safe. To study molecular mechanisms of Fe overload, and since the liver plays a central role in iron metabolism (33), mice were injected with either 0.9% NaCl or 300 mg/kg FeSO_4_, the livers were isolated 8h later and a genome-wide analysis was performed *via* RNAseq (**Figure 1A**). 

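For the RNAseq data, livers of 12 mice were sequenced, with 3 mice in each of 4 groups that received NaCl or FeSO4 as the first injection and PBS or dexamethasone (DEX, a synthetic GC) as the second. The FeSO4 effect was taken from the 3 mice given FeSO4 and PBS (FeSO4/PBS) and the 3 mice given NaCl and PBS (NaCl/PBS), which received no DEX. Their livers were taken 8 h after the first injection and 2 h after the second. The authors mapped the single-end reads to the mm39 build with STAR and deposited the number of reads counted on each of 55414 Ensembl genes, without normalization. Between 18528171 and 23827340 reads per NaCl/PBS mouse were counted on genes, with a median of 20217139. The FeSO4/PBS mice had between 16335651 and 21940354, with a median of 21048959. From these counts, the 13857 genes kept by edgeR's filter on low counts were tested in 1 model of the 4 groups with edgeR's quasi-likelihood test. The resulting p-values were adjusted by the Benjamini-Hochberg method (edgeR FDR). Differentially expressed genes (DEGs) had an edgeR FDR of 0.05 or less and an LFC, on the log2 scale, beyond 1 in size. Normalized counts were scaled with edgeR's TMM factors, which lay between 1.14 and 1.16 in the NaCl/PBS mice and between 0.90 and 0.95 in the FeSO4/PBS mice. The median LFC of all tested genes was -0.02 with these factors and -0.34 when libraries were scaled by their size alone. For a single gene, 3 mice against 3 cannot give a two-sided exact permutation p below 0.1, and chance separates the groups completely in 10% of genes. Gene positions are those of GENCODE vM39 on GRCm39, the same build as mm39.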

When plotting the log fold changes (LFCs) of all FeSO_4_ responsive genes (|LFC| > 1, FDR ≤ 0.05), compared to the NaCl group, 2.106 genes were upregulated by FeSO_4_, including *Cdkn1a, Hmox1*, and *Slc7a11* (**Figure 1B**), genes known to be involved in ferroptosis (6, 34). Additionally, 2.244 genes were downregulated. 

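In the deposited counts, 1730 genes were upregulated in the FeSO4/PBS mice. Among the alternatives fixed before the data were examined, the count changed most without a minimum LFC, to 3770 genes. Leaving out each mouse in turn gave 1642 to 1818 genes. Cdkn1a (ENSMUSG00000023067), which encodes a cyclin-dependent kinase inhibitor, lies on chromosome 17 from 29309936 to 29319701. It had 56.8 ± 19.3 normalized counts (SD, n = 3) in NaCl/PBS mice and 9207 ± 625 (SD, n = 3) in FeSO4/PBS mice. The LFC was 7.35 (SE 0.23, edgeR FDR 3.5e-10), and all 3 FeSO4/PBS mice lay above all 3 NaCl/PBS mice. Ccdc180 rose from 1.20 ± 2.08 (SD, n = 3) to 487 ± 190 (SD, n = 3), an LFC of 8.35 (SE 0.60, edgeR FDR 1.3e-07) that ran from 7.82 to 11.9 with 1 mouse left out, since the NaCl/PBS mice had 5, 0 and 0 reads. For 3 other genes among the largest rises, no NaCl/PBS mouse had more than 3 reads, so that only a lower bound of the change can be given. Fosl1 was at least 106-fold higher and Cyp2d11 at least 112-fold higher, although reads of Cyp2d11 could also match its paralogs in the Cyp2d family. Garin1a was at least 73.4-fold higher, and at least 30.8-fold higher without FeSO4/PBS mouse 2.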

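At the same thresholds, 2040 genes were lower in FeSO4/PBS than in NaCl/PBS mice, and 3783 without a minimum LFC. Removing 1 mouse at a time gave 1932 to 2079 genes. Of all DEGs, 45.9% were higher after FeSO4, and 27.8% when libraries were scaled by their size alone, where 3073 genes were lower. Among the genes with the largest falls was Per3 (ENSMUSG00000028957, chromosome 4 from 151081373 to 151129140), a gene of the circadian clock. Its normalized counts were 1377 ± 258 (SD, n = 3) in NaCl/PBS mice and 13.6 ± 13.6 (SD, n = 3) in FeSO4/PBS mice, with an LFC of -6.60 (SE 0.42, edgeR FDR 5.9e-08). Without FeSO4/PBS mouse 1, the mean in the FeSO4/PBS group was 5.73. Cyp7a1 (ENSMUSG00000028240, chromosome 4 from 6265612 to 6275633), which encodes an enzyme of bile acid synthesis, fell from 6960 ± 589 (SD, n = 3) to 107.2 ± 43.9 (SD, n = 3), an LFC of -6.01 (SE 0.49, edgeR FDR 3.6e-07). Kcna2, P2ry4 and Prtn3 had LFCs of -5.64, -5.53 and -5.25. That of Prtn3, whose FeSO4/PBS mean was 2.44 normalized counts, ran from -7.18 to -4.65 with 1 mouse left out. In each of these 5 genes all 3 FeSO4/PBS mice lay below all 3 NaCl/PBS mice.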

After excluding genes encoding proteins without known function (all Rik genes and Gm genes e.g. A330009N23Rik and Gm10030), IPA of DEGs (FDR ≤ 0.05, |LFC| > 1, |Z score| ≥ 1) identified the activation of inflammation-related pathways, such as IL-6 signaling, as well as ferroptosis in response to acute iron overload (**Table 3**). 

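Of the upregulated genes in the deposited counts 198 were Rik or Gm genes, and of the downregulated genes 275. IPA was not repeated. In its place, 2 gene lists written by hand were tested, one of IL-6 and acute-phase genes and one of NRF2 (NFE2L2) target genes. Of the 30 IL-6 and acute-phase genes 29 were tested, and 20 were higher and 2 lower in FeSO4/PBS mice at an edgeR FDR of 0.05 or less. Adjusted over the list alone, 21 were higher and 2 lower. Their median LFC was 1.12 (limma's camera, adjusted p = 1.5e-05 over 14 lists, 3.2e-06 unadjusted). Relative to the NaCl/PBS mean, the median of the list was 1.61, 0.89 and 0.84 on the log2 scale in the 3 FeSO4/PBS mice. Socs3 (ENSMUSG00000053113, chromosome 11 from 117856905 to 117860898), an inhibitor of cytokine signaling, rose from 458 ± 419 normalized counts (SD, n = 3) to 4150 ± 372 (SD, n = 3). Its LFC was 3.19 (SE 0.48, edgeR FDR 7.8e-05), and the NaCl/PBS mean was 216 without NaCl/PBS mouse 2. The acute-phase gene Saa1, whose reads could also match Saa2, had an LFC of 2.10 (SE 0.75, edgeR FDR 0.030). Without FeSO4/PBS mouse 1 this was 0.61 (edgeR FDR 0.41). The Saa1 call was also lost without NaCl/PBS mouse 1 (edgeR FDR 0.090) or 3 (edgeR FDR 0.10), with library size alone (edgeR FDR 0.054) and under DESeq2 (adjusted p = 0.064). Il6 itself had 2, 5 and 2 reads in the NaCl/PBS mice and 7, 15 and 5 reads in the FeSO4/PBS mice, too few to be tested. Of the 24 NRF2 target genes 22 were tested, of which 18 were higher and 0 lower, against 19 and 0 adjusted over the list alone. The median LFC of the NRF2 list was 1.24 (camera, adjusted p = 9.0e-07, 1.3e-07 unadjusted), and 0.80 without FeSO4/PBS mouse 1. The NRF2 list shares 6 genes and the IL-6 list 1 gene with the ferroptosis genes of Figure 1C. Under fry, a set test that uses the residual correlation between the genes, p was 5.5e-04 for the IL-6 list and 2.7e-04 for the NRF2 list. Unlike camera, fry asks only whether a list changed, not whether it changed more than the other genes. Since 54.5% of all tested genes had an edgeR FDR of 0.05 or less after FeSO4, fry cannot check the camera calls. For a list of hepatocyte markers, fry gave 6.0e-04 where camera gave an adjusted p of 0.34.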

As expected, serum IL-6 levels were significantly increased 8h after FeSO_4_ challenge (300 mg/kg) compared to their controls (**Supplementary Figure 1C**). Furthermore, the expression level of genes associated with the ferroptosis pathway identified *via* IPA are shown in **Figure 1C**. 

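Of the 34 ferroptosis genes of Figure 1C and Figure 4E, 33 had enough counts to be tested, and Prkag3 did not. At an edgeR FDR of 0.05 or less, 24 were higher and 8 lower in FeSO4/PBS than in NaCl/PBS mice, and 25 and 8 were when p-values were adjusted over the list alone. The median LFC of the 33 genes was 1.54, from -1.85 to 7.35. Since the study chose these genes on the same libraries, neither pair of counts nor the median is independent evidence, and no set test is given. Alox12 was the tested gene called only when p-values were adjusted over the list alone, with an LFC of 1.34 (SE 0.56, edgeR FDR 0.057).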

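Hmox1 (ENSMUSG00000005413, chromosome 8 from 75820241 to 75827217) encodes heme oxygenase, which releases iron from heme. It had 563 ± 199 normalized counts (SD, n = 3) in NaCl/PBS mice and 36551 ± 5955 (SD, n = 3) in FeSO4/PBS mice. The LFC of Hmox1 was 6.02 (SE 0.26, edgeR FDR 3.3e-09). Chac1 (ENSMUSG00000027313, chromosome 2 from 119180757 to 119184866), which encodes a glutathione-degrading enzyme, rose from 103 ± 39.3 (SD, n = 3) to 1223 ± 255 (SD, n = 3), with an LFC of 3.58 (SE 0.26, edgeR FDR 1.5e-07). Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49846975 to 50398070) encodes the cystine importer. Its reads numbered 3, 0 and 1 in the NaCl/PBS mice and 226, 63 and 42 in the FeSO4/PBS mice. Expression was thus at least 46.0-fold higher after FeSO4, and at least 23.5-fold higher without FeSO4/PBS mouse 1. For each of the 3 genes, the FeSO4/PBS mice did not overlap the NaCl/PBS mice.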

Ferroptosis-related genes including *Slc7a11*, *Chac1* and *Hmox1* were significantly upregulated. Additionally, the expression of genes involved in iron import (*Slc39a14, Tfrc*) and iron storage (*Fth1, Ftl1*) were also significantly increased. Conversely, the anti-ferroptosis gene (35) *Fsp1* (officially renamed as *Aifm2*) was downregulated (**Figure 1C**).

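Slc39a14 (ENSMUSG00000022094, chromosome 14 from 70540678 to 70588914) had 7074 ± 1817 normalized counts (SD, n = 3) in NaCl/PBS mice and 36972 ± 303 (SD, n = 3) in FeSO4/PBS mice, an LFC of 2.39 (SE 0.18, edgeR FDR 2.2e-07). Tfrc (ENSMUSG00000022797, chromosome 16 from 32427556 to 32451612) rose from 315 ± 40.7 (SD, n = 3) to 711 ± 205 (SD, n = 3), an LFC of 1.17 (SE 0.25, edgeR FDR 0.0012). Both ferritin genes were more abundant, and both changed less than Slc39a14. Fth1 (ENSMUSG00000024661, chromosome 19 from 9957911 to 9962462) had 20527 ± 1413 normalized counts (SD, n = 3) before and 57168 ± 19240 (SD, n = 3) after FeSO4, with an LFC of 1.48 (SE 0.19, edgeR FDR 2.6e-05). Ftl1 (ENSMUSG00000050708, chromosome 7 from 45107367 to 45109308) had 18107 ± 3423 (SD, n = 3) and 41773 ± 13752 (SD, n = 3), with an LFC of 1.21 (SE 0.21, edgeR FDR 3.2e-04). Ferritin genes have near-identical processed pseudogenes. Reads that match several copies could have been left out by the authors' counting or placed on another copy, so the levels of both ferritin genes are uncertain. In all 4 genes every FeSO4/PBS mouse exceeded every NaCl/PBS mouse.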

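Aifm2 (ENSMUSG00000020085) lies on chromosome 10 from 61540677 to 61577788. Its normalized counts were 557 ± 20.1 (SD, n = 3) in NaCl/PBS mice and 278 ± 34.3 (SD, n = 3) in FeSO4/PBS mice. The LFC was -1.00 (SE 0.11, edgeR FDR 3.9e-06), and no FeSO4/PBS mouse reached the level of a NaCl/PBS mouse.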

**Figure 1:**
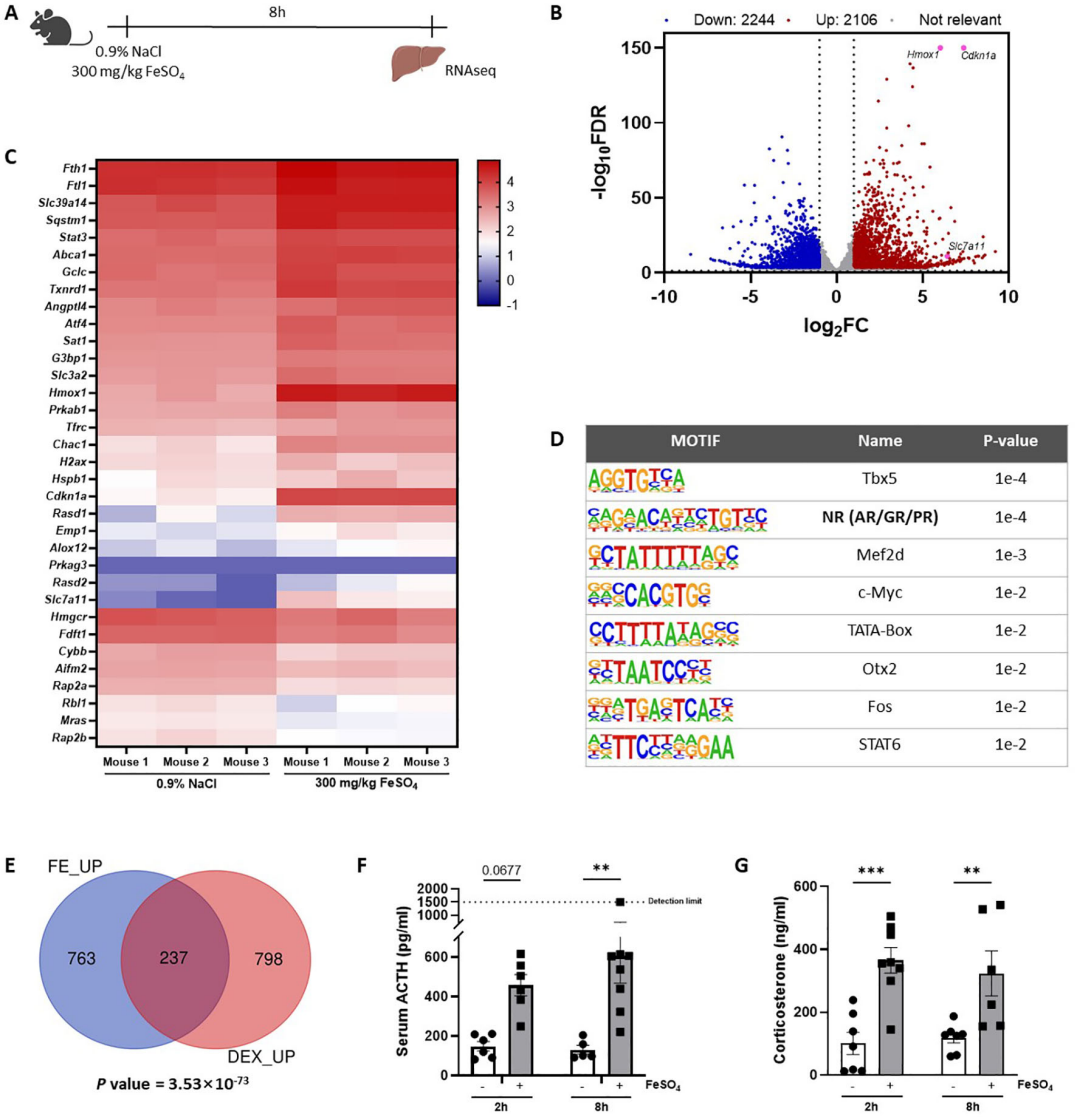
Genome-wide overview of FeSO_4_-induced transcriptional changes in the liver. **(A)** Experimental set-up: C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl intraperitoneally (i.p.). The liver was isolated after 8h for RNAseq (n = 3/group). **(B)** Volcano plot of genes upregulated and downregulated by 300 mg/kg FeSO_4_ (FDR ≤ 0.05, |LFC| > 1). Upregulated genes are indicated in red, downregulated genes are indicated in blue. **(C)** Heatmap represents log_10_ values of differentially expressed genes (counts) involved in the ferroptosis signaling pathway identified *via* IPA per mouse included in the 0.9% NaCl group and the FeSO_4_ group. **(D)** HOMER motif analysis of top 1000 genes upregulated by 300 mg/kg FeSO_4_ (start offset: -1 kb, end offset: 50 bp downstream of TSS). **(E)** C57BL/6J mice were stimulated i.p. with 300 mg/kg FeSO_4_ for 8h or 10 mg/kg DEX for 2h. Mouse livers were isolated at the indicated timepoints and the effect of FeSO_4_ and DEX stimulation was studied *via* RNAseq (n=3 per group). Venn diagram depicting the overlap of the top 1.000 upregulated genes by FeSO_4_ (FDR ≤ 0.05) or the genes induced by DEX (FDR ≤ 0.05, LFC > 0). A hypergeometric test was used to obtain a p-value of the overlap. **(F, G)** C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl i.p. Serum was collected after 2h and 8h. ACTH **(F)** and corticosterone levels **(G)** were measured. N = 5-8 per group, two independent experiments. Data information: All bars represent mean ± SEM. P-values were calculated using two-way ANOVA followed by *post-hoc* Šídák’s multiple comparisons test to correct for multiple testing during the pairwise multiple comparisons, except if otherwise stated. ***P ≤ 0.001, **P ≤ 0.01.

**Table 3:** IPA of differentially expressed genes after acute iron overload.

Pathway	-log(P-value)	Z-score
1. Role of Osteoclasts in Rheumatoid Arthritis Signaling Pathway	4.63	1.195
2. Cardiac Hypertrophy Signaling (Enhanced)	4.59	2.64
3. NFE2L2 regulating anti-oxidant/detoxification enzymes	4.38	2.53
4. Interleukin-4 and Interleukin-13 signaling	4.32	3.087
5. Toll-like Receptor Signaling	4.18	1.414
6. Tumor Microenvironment Pathway	4.09	1.443
7. IL-6 Signaling	4.01	2.197
8. p38 MAPK Signaling	3.99	3.651
9. Sertoli Cell-Sertoli Cell Junction Signaling	3.94	2.433
10. Role of JAK family kinases in IL-6-type Cytokine Signaling	3.75	2.746
11. NGF-stimulated Transcription	3.66	2.84
12. TNFR2 Signaling	3.62	1.941
13. Hepatic Fibrosis Signaling Pathway	3.58	1.941
14. Cachexia Signaling Pathway	3.53	2.086
15. IL-1 Signaling	3.45	2.5
16. ERK5 Signaling	3.40	2.4
17. NRF2-mediated Oxidative Stress Response	3.39	1.671
18. Ceramide Signaling	3.33	1.225
19. Hepatic Cholestasis	3.31	2.335
20. HMGB1 Signaling	3.20	1.826
21. IL-17 Signaling	3.08	2.343
22. TNFR1 Signaling	2.75	1
23. iNOS Signaling	2.74	1.604
24. Cholecystokinin/Gastrin-mediated Signaling	2.70	1.347
**25. Ferroptosis Signaling Pathway**	**2.65**	**1.029**
26. CD27 Signaling in Lymphocytes	2.57	1.291
27. Salvage Pathways of Pyrimidine Ribonucleotides	2.55	1
28. Signaling by PTK6	2.55	1.213
29. Apoptosis Signaling	2.43	1.633
30. IL-17A Signaling in Fibroblasts	2.42	2.711

Pathway analysis was performed on all differentially expressed genes using IPA identified in the liver of mice injected with 300 mg/kg FeSO_4_ (FDR ≤ 0.05, |LFC| > 1, |Z score| ≥ 1). The top 30 of the functional enrichment results are depicted.The Ferroptosis Signaling Pathway is indicated in bold.

Next, a HOMER motif enrichment analysis was performed on the top 1.000 upregulated genes after excluding genes encoding for proteins without known function (**Figure 1D**). 

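Ranked by LFC among the genes with an edgeR FDR of 0.05 or less, and without Rik and Gm genes, the top 1000 FeSO4-induced genes in the deposited counts had LFCs of at least 1.38. They were drawn from 12794 tested genes other than Rik and Gm genes. Promoter sequences from 1000 bp upstream to 50 bp downstream of the annotated 5' end could be read from GRCm39 for 997 of them. The mean GC content of these promoters was 49.8%, against 48.7% for the other tested genes. HOMER was not run. Exact matches to the glucocorticoid response element GNACANNNTGTNC, where N is any base, were counted on both strands.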

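The element was present in the promoters of 28 of the 997 genes (2.81%) and of 191 of 11760 other tested genes (1.62%). The odds ratio was 1.75 (two-sided Fisher's exact test, p = 0.010), a test that treats genes as independent. Promoters of the genes higher after DEX in mice given NaCl, at an LFC above 1, had the element in 17 of 381 cases (4.46%, odds ratio 2.81, Fisher's exact p = 3.1e-04). With 1 mismatch allowed at the fixed bases, 35.7% of the promoters of the top FeSO4-induced genes and 31.1% of the others matched (odds ratio 1.23, Fisher's exact p = 0.0032). When the genes were ranked in a fit of the FeSO4/PBS and NaCl/PBS libraries alone, the odds ratio was 1.40 (Fisher's exact p = 0.13). It was 1.52 (Fisher's exact p = 0.068) over genes with at least 10 reads in every library, so the call was lost in both.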

The promoter regions of these genes were significantly enriched for motifs associated with steroid receptors (36), which are commonly linked to the GR, androgen receptor (AR), and progesterone receptor (PR). Previous studies have demonstrated that iron can influence oxidative stress and inflammation (7, 37), potentially interfering with the HPA axis. This prompted us to explore the role of GR in the acute iron overload model. 

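For the DEX response, livers of 3 mice given NaCl and then 10 mg/kg DEX (NaCl/DEX) were compared with those of the 3 NaCl/PBS mice, which are also the controls of the FeSO4 comparison. The NaCl/DEX livers were taken 2 h after DEX. Between 17886556 and 19909255 reads per NaCl/DEX mouse were counted on genes, with a median of 19295773, and the TMM factors lay between 1.02 and 1.06. The counts entered the same model of the 4 groups. The median LFC of all genes after DEX was -0.02, and -0.18 when libraries were scaled by their size alone. The share of DEX-responsive genes that were higher was 46.5% and 31.0% under these 2 scalings.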

To identify whether FeSO_4_ is able to induce the expression of GR responsive genes, bulk RNAseq was performed on livers isolated from mice stimulated with DEX (10 mg/kg) for 2h, a strict GR agonist, or PBS as a control. 

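At an edgeR FDR of 0.05 or less and without Rik and Gm genes, 870 genes were higher in NaCl/DEX than in NaCl/PBS mice. They included 246 of the top 1000 FeSO4-induced genes, 3.62 times the number expected by chance (one-sided exact hypergeometric test, p = 5.4e-80, which treats genes as independent). The alternative that moved the overlap most was a minimum LFC of 1 for the DEX-induced genes, with 159 of 383 shared and 29.9 by chance. Both comparisons use the NaCl/PBS mice, and chance values of shared controls raise an overlap with no effect of FeSO4 at all. In 20 simulations with an unchanged group in place of the FeSO4/PBS mice, 141 to 184 genes were shared (median 156.5), or 1.38 to 1.78 times the chance number. When the top 1000 genes of both treatments were ranked against separate NaCl/PBS mice, 282 to 331 genes were shared over the 6 assignments of the mice, where 78.2 would be by chance. Leaving out each mouse in turn gave an overlap of 191 to 290 genes. Of the 870 DEX-induced genes, 583 (67.0%) were also higher and 84 (9.66%) lower after FeSO4 at an edgeR FDR of 0.05 or less. Of the 11924 other genes, 24.9% were higher and 28.4% lower. The paper uses DEX as a strict GR agonist, and so counts the DEX-induced genes as GR responsive when it reasons from the overlap to the state of the GR.

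**Figure D1:**
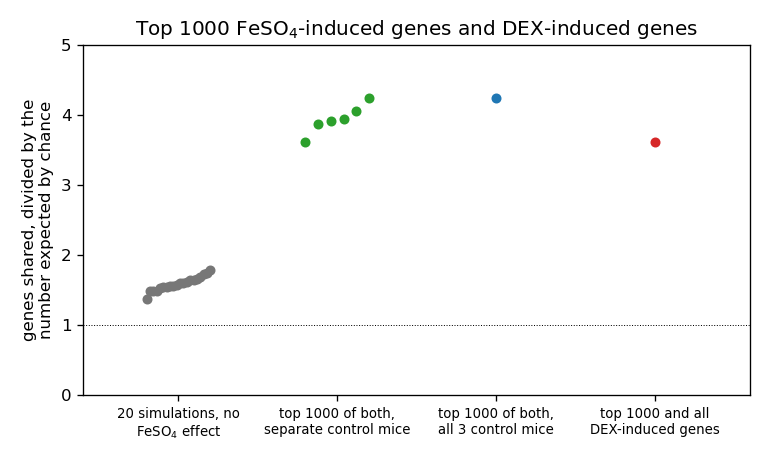
Number of genes shared between FeSO4-induced and DEX-induced genes, divided by the number expected by chance (vertical axis; the dotted line marks a ratio of 1). From left to right, points show the 20 simulations without an FeSO4 effect, the 6 assignments of separate NaCl/PBS mice, the top 1000 genes of both treatments against all 3 NaCl/PBS mice, and the top 1000 FeSO4-induced genes with all DEX-induced genes, whose ratio of 3.62 lies above the highest simulated ratio of 1.78.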

The overlap between DEX-induced genes (FDR ≤ 0.05, LFC > 0) and the top 1.000 upregulated genes by FeSO_4_ demonstrate a significant (P = 3.53×10^-73^) enrichment of GR responsive genes in the livers of mice challenged with FeSO_4_ (**Figure 1E**), indicating that iron activates the GR. Since it is very unlikely that iron directly activates GR, we studied if iron stimulates the HPA axis. Indeed, serum ACTH (**Figure 1F**) and corticosterone (**Figure 1G**) levels significantly increased 2h and 8h after FeSO_4_ injection, and the expression of typical GR-responsive genes measured *via* RT-qPCR were significantly induced in the liver by FeSO_4_. This induction was absent in ADX mice lacking endogenous GC production (**Supplementary Figure 1D**), which proves that FeSO_4_ activates GR, and thus GRE genes, through the activation of the HPA axis and the production of GCs.

Taking together, these findings suggest that a lethal dose of iron has widespread effects on the liver, notably activating GR signaling, inflammation, and the ferroptosis pathway. This highlights the role of iron in modulating stress-related biological processes and inducing cell death mechanisms, such as ferroptosis.

### 3.2 Dexamethasone is unable to protect against FeSO_4_-induced lethal shock

Since DEX is characterized by its anti-inflammatory capacity and is known to protect against LPS-induced endotoxemia, a well-known acute lethal inflammatory model (38–40), we have included an LPS survival experiment with DEX pretreatment as proof-of-concept (**Figure 2A**). Since FeSO_4_ strongly activates GR in the liver (**Figure 1**), we investigated whether DEX is able to protect against a lethal dose of FeSO_4_ (300 mg/kg) using the same experimental set-up as in LPS-induced endotoxemia. C57BL/6J mice were treated with DEX (10 mg/kg or 20 mg/kg) or PBS followed by an i.p. injection of 300 mg/kg FeSO_4_ after 30 minutes. In contrast to a similar DEX treatment in LPS-induced endotoxemia, the DEX doses tested were unable to protect against a lethal dose of FeSO_4_ (**Figure 2B**). Acute iron overload can lead to multiple organ dysfunction driven by ferroptosis, which is characterized by elevated levels of catalytic iron and MDA, and serum injury markers (26). To investigate the effect of DEX, mice were pretreated with PBS or DEX 30 minutes before FeSO_4_ or 0.9% NaCl injection. After 8h, the body temperature was measured, serum was collected, and livers were isolated (**Figure 2C**). Acute iron overload caused severe hypothermia and DEX pretreatment failed to improve this (**Figure 2D**). Furthermore, serum IL-6 levels were significantly increased upon 300 mg/kg FeSO_4_ and DEX was not able to reduce these IL-6 levels measured in the serum (**Figure 2E**). As expected, mice injected with FeSO_4_ were characterized by a ferroptosis signature including accumulation of Fe^2+^, Fe^3+^ and total iron in serum and liver (**Figure 2F**, **Supplementary Figures 2A, B**), along with elevated serum MDA levels (**Figure 2G**). However, DEX pretreatment was unable to attenuate this ferroptosis signature. Furthermore, the expression of typical ferroptosis-related genes *Slc7a11*, *Chac1* and *Hmox1* were significantly upregulated in the liver after FeSO_4_ compared to 0.9% NaCl, while a gene repressed by ferroptosis (*Aifm2*) was significantly downregulated. Also here, DEX did not affect the expression of these genes (**Figure 2H**). Finally, serum injury markers including LDH, AST, ALT, creatinine, urea, and CK were measured. DEX is able to increase the expression of the carbamoylphosphate synthetase-I (CPS) gene (41), which forms the rate-limiting factor of the urea cycle. Furthermore, DEX can induce the transcription of argininosuccinate synthetase and lyase mRNA, and stabilize arginase mRNA and the protein ornithine transcarbamylase, enzymes involved in the urea cycle (42). As expected, urea was significantly increased in the serum of mice injected with 0.9% NaCl and pretreated with DEX. Furthermore, all serum injury markers were significantly elevated following FeSO_4_ administration, reflecting necrosis, and liver, kidney, and muscle damage. Pretreatment with DEX had no impact on these serum organ damage markers (**Figure 2I**). These data show that a DEX dose, able to prevent acute endotoxemia, has no protective effects on ferroptosis-associated multi-organ dysfunction.

**Figure 2:**
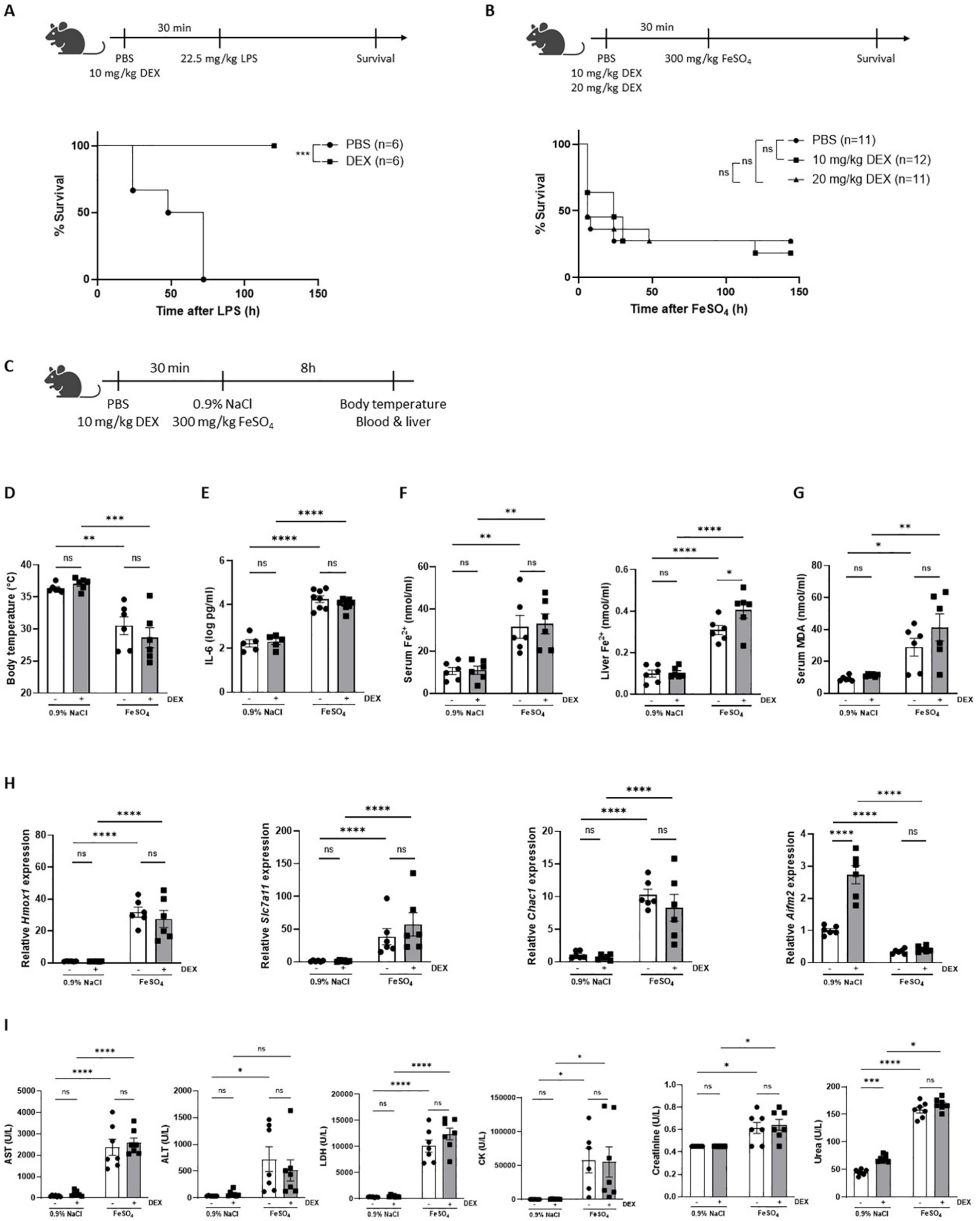
Dexamethasone is unable to protect against FeSO_4_-induced lethal shock. **(A)** C57BL/6J mice were pretreated with 10 mg/kg DEX or PBS 30 minutes before injection of 22.5 mg/kg LPS. Survival was monitored. N-values are indicated in the figure legend. **(B)** C57BL/6J mice were pretreated with 10 mg/kg or 20 mg/kg DEX 30 minutes before injection of 300 mg/kg FeSO_4_. Survival was monitored. N-values are indicated in the figure legend. **(C)** Experimental setup: C57BL/6J mice were pretreated with 10 mg/kg DEX or vehicle (PBS) for 30 minutes, followed by injection of 0.9% NaCl or 300 mg/kg FeSO_4_. After 8h, body temperature was measured, and serum and livers were isolated for analysis. **(D)** Body temperature, n = 6 per group, two independent experiments. **(E)** Serum IL-6 levels, n = 5-8 per group, two independent experiments. **(F, G)** Serum Fe^2+^, liver Fe^2+^ concentration **(F)** and serum MDA levels **(G)**, n=6 per group, two independent experiments. **(H)** RT-qPCR analysis of ferroptosis-related genes in liver. N = 6 per group, two independent experiments. **(I)** Serum AST, ALT, LDH, CK, creatinine, and urea levels, n= 6-8 per group, two independent experiments. Data information: All bars represent mean ± SEM. P-values were calculated using two-way ANOVA followed by *post-hoc* Šídák’s multiple comparisons test to correct for multiple testing during the pairwise multiple comparisons, except if otherwise stated. Survival curves were analyzed with a Log-Rank (Mantel-Cox) test. ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; ns, not significant.

### 3.3 FeSO_4_-induced lethal shock is controlled by GC/GR biology

Despite that DEX has no protective effects against any effect of iron overload phenomena including lethality, the fact that iron activates GR signaling might still demonstrate an involvement of GC/GR biology in iron metabolism in the liver (23). We decided to investigate the role of GR signaling under acute iron overload, in which a sublethal dose of FeSO_4_ was used. First, mice were pretreated with RU486, a GR antagonist (43), and challenged with FeSO_4_. RU486-pretreated mice showed a significantly higher mortality compared to the DMSO-treated control group (**Figure 3A**). Similarly, GR^dim/dim^ mice, which have an impaired GR dimerization potential (44), exhibited increased mortality compared to their wild-type littermates (**Figure 3B**). Furthermore, ADX mice also displayed a higher sensitivity to FeSO_4_, which could be reversed by pre-treatment with DEX (**Figure 3C**). Given the central role of liver in iron metabolism, the response to FeSO_4_-induced lethal shock was also determined in hepatocyte-specific GR knockout (GR^AlbKO^) mice. The absence of GR in hepatocytes also led to a higher mortality rate when these mice were challenged with FeSO_4_ compared to their wild-type littermates (**Figure 3D**), reinforcing the importance of GR signaling in liver-mediated protection against acute iron overload. Collectively, these findings underscore the critical role of proper GR signaling in the resistance to acute iron-induced lethal shock.

**Figure 3:**
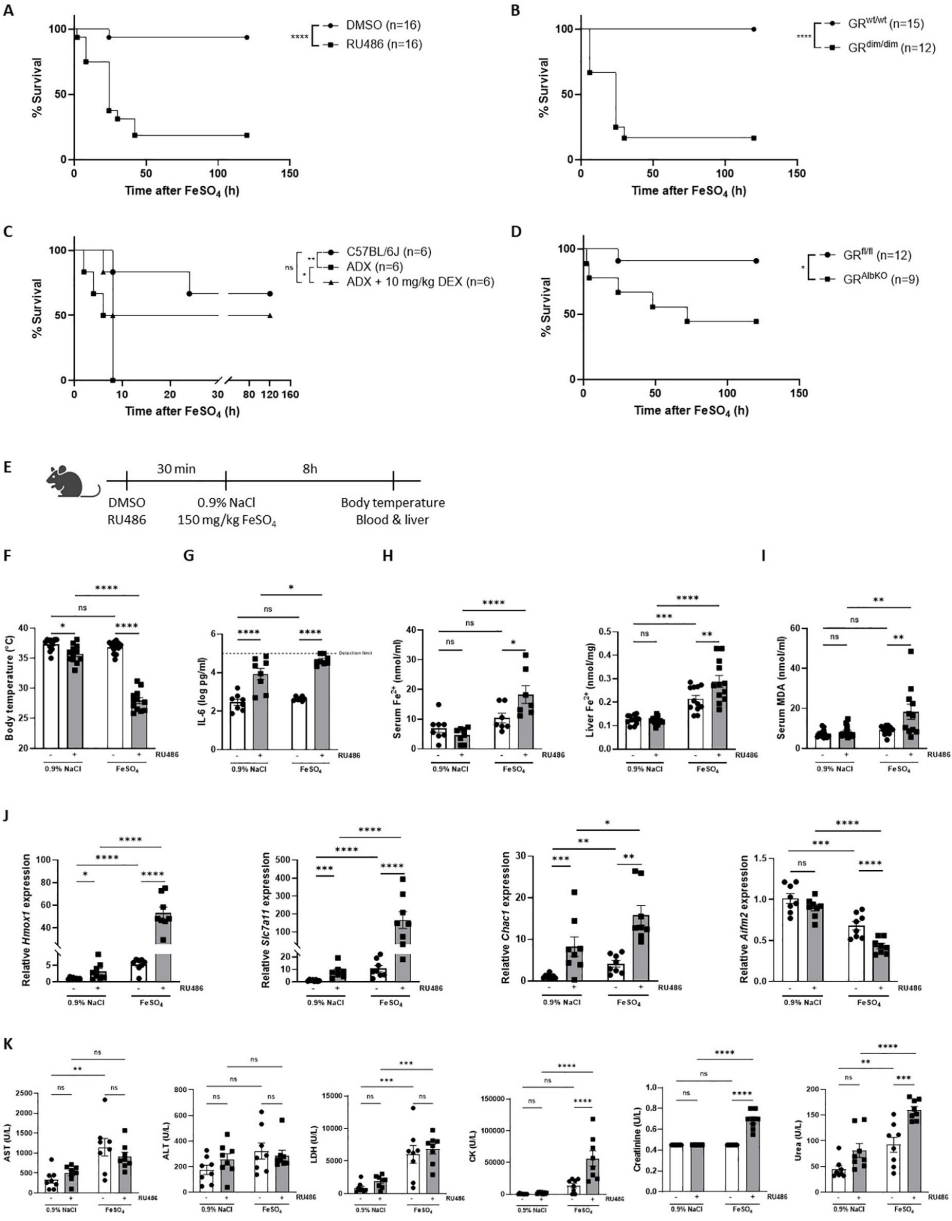
FeSO_4_-induced lethal shock is controlled by GC/GR biology. **(A)** C57BL/6J mice were pretreated with 5 mg RU486 or vehicle (DMSO) 30 minutes before injection of 150 mg/kg FeSO_4_. Survival was monitored for 5 days. N-values are indicated in the figure. **(B)** GR^dim/dim^ and wild-type littermates were injected with 200 mg/kg FeSO_4_, and survival was monitored for 5 days. N-values are indicated in the figure. **(C)** ADX and C57BL/6J mice were pretreated with 10 mg/kg DEX or PBS (vehicle) 30 minutes before an FeSO_4_ challenge (200 mg/kg). Survival was monitored for 5 days, n-values are depicted in the figure. **(D)** GR^AlbKO^ and GR^fl/fl^ mice were injected with 200 mg/kg FeSO_4_, and survival was monitored for 5 days. N-values are shown in the survival curve. **(E)** Experimental setup: C57BL/6J mice were pretreated with 5 mg RU486 or vehicle (DMSO) for 30 minutes, followed by injection of 0.9% NaCl or 150 mg/kg FeSO_4_. After 8h, body temperature was measured, and serum and livers were collected for analysis. **(F)** Body temperature, n = 8 per group, two independent experiments. **(G)** Serum IL-6 levels, n = 8 per group, two independent experiments. **(H, I)** Serum Fe^2+^, liver Fe^2+^ concentration **(H)** and serum MDA levels **(I)**, n= 7-12 per group, two independent experiments. **(J)** RT-qPCR analysis of ferroptosis-related genes in liver, n = 8 per group, two independent experiments. **(K)** Serum levels of AST, ALT, LDH, CK, creatinine, and urea, n = 7-8 per group, two independent experiments. Data information: All bars represent mean ± SEM. P-values were calculated using two-way ANOVA followed by *post-hoc* Šídák’s multiple comparisons test to correct for multiple testing during the pairwise multiple comparisons, except if otherwise stated. Survival curves were analyzed with a Log-Rank (Mantel-Cox) test. ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; ns, not significant.

To further explore the mechanism behind the importance of GR in ferroptosis, mice were pretreated with RU486 or DMSO, 30 minutes before injection of a sublethal dose of FeSO_4_ or 0.9% NaCl. Parameters were measured 8h later (**Figure 3E**). A significant drop in body temperature was detected when mice were injected with RU486 and challenged with 150 mg/kg FeSO_4_ (**Figure 3F**). As GR is known as an anti-inflammatory protein (45), IL-6 levels were significantly increased in the serum of mice when GR was inhibited using RU486, as expected. Furthermore, although IL-6 levels were not increased in the serum of mice challenged with 150 mg/kg FeSO_4_, serum IL-6 levels were significantly higher when GR was inhibited combined with a low dose of FeSO_4_ (**Figure 3G**), indicating that blocking GR sensitizes mice to acute iron overload in terms of IL-6 levels. Fe^2+^ and Fe^3+^ iron levels were slightly increased after FeSO_4_ injection, however RU486 pretreatment led to a significant accumulation of iron in both the serum and liver (**Figure 3H**, **Supplementary Figure 3A**). Next, the expression levels of iron import genes (*Tfrc, Slc39a14*), iron storage genes (*Fth1*), and iron export genes (*Slc40a1*) were measured in the liver of these mice. Consistent with the iron accumulation in the liver, the expression of iron import and storage genes was significantly higher while genes involved in iron export showed a trend towards downregulation in RU486-pretreated mice following FeSO_4_ (**Supplementary Figure 3B**). Furthermore, serum MDA levels, used as an indicator of lipid peroxidation, were significantly higher in RU486-pretreated mice compared to their control groups after FeSO_4_ injection (**Figure 3I**). Additionally, the expression of ferroptosis related genes were significantly altered in the liver of these mice. The expression of *Slc7a11*, *Chac1*, as well as *Hmox1* were upregulated, while the ferroptosis suppressor *Aifm2* was downregulated in mice pretreated with RU486 and challenged with FeSO_4_ (**Figure 3J**). Furthermore, several serum injury markers, including CK, creatinine, and urea, were significantly elevated in the RU486-pretreated group compared to their control groups after FeSO_4_ (**Figure 3K**). These data indicate that disruption of GR signaling impairs iron metabolism, leading to an excessive iron accumulation and to the activation of ferroptosis signaling pathways, ultimately contributing to the increased lethality observed under conditions of acute iron overload.

### 3.4 FeSO_4_-induces genome-wide GC resistance

Our findings demonstrate that endogenous GC/GR signaling is crucial for the tolerance of an acute iron overload but that the therapeutic efficacy of exogenous GC treatment appears to be absent. This dilemma may be attributed to GC resistance present in the liver, as we have shown to occur in polymicrobial sepsis (16) and/or in other organs. To assess whether GC resistance is induced by FeSO_4_, GR activity was studied on a genome-wide scale during ferroptosis progression. Mice were injected i.p. with either 0.9% NaCl or FeSO_4_ (300 mg/kg), followed by an i.p. injection of PBS or 10 mg/kg DEX after 6h to stimulate GR transcriptional activity. The livers were isolated from these mice 2h after PBS/DEX injection and bulk RNAseq was performed (**Figure 4A**).

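The 12 livers of this experiment are those that also gave the FeSO4 and DEX comparisons of Figure 1. The group not described so far received FeSO4 and then DEX (FeSO4/DEX, n = 3 mice). Between 16742225 and 21726742 reads per FeSO4/DEX mouse were counted on genes, with a median of 18523737, and the TMM factors lay between 0.87 and 0.94. DEX responses were taken as FeSO4/DEX against FeSO4/PBS and as NaCl/DEX against NaCl/PBS in the model of the 4 groups, and their difference was tested as an interaction. The spread between mice was larger after FeSO4. The median SD of log2 CPM over 9423 genes was 0.12 in NaCl/PBS, 0.13 in NaCl/DEX, 0.22 in FeSO4/PBS and 0.15 in FeSO4/DEX mice. In counts simulated at the depth of these libraries and with 1 spread per gene for all groups, with 200 genes changed by an LFC of 2 after DEX in all mice, 194 were called in NaCl mice and 197 in FeSO4 mice.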

**Figure 4:**
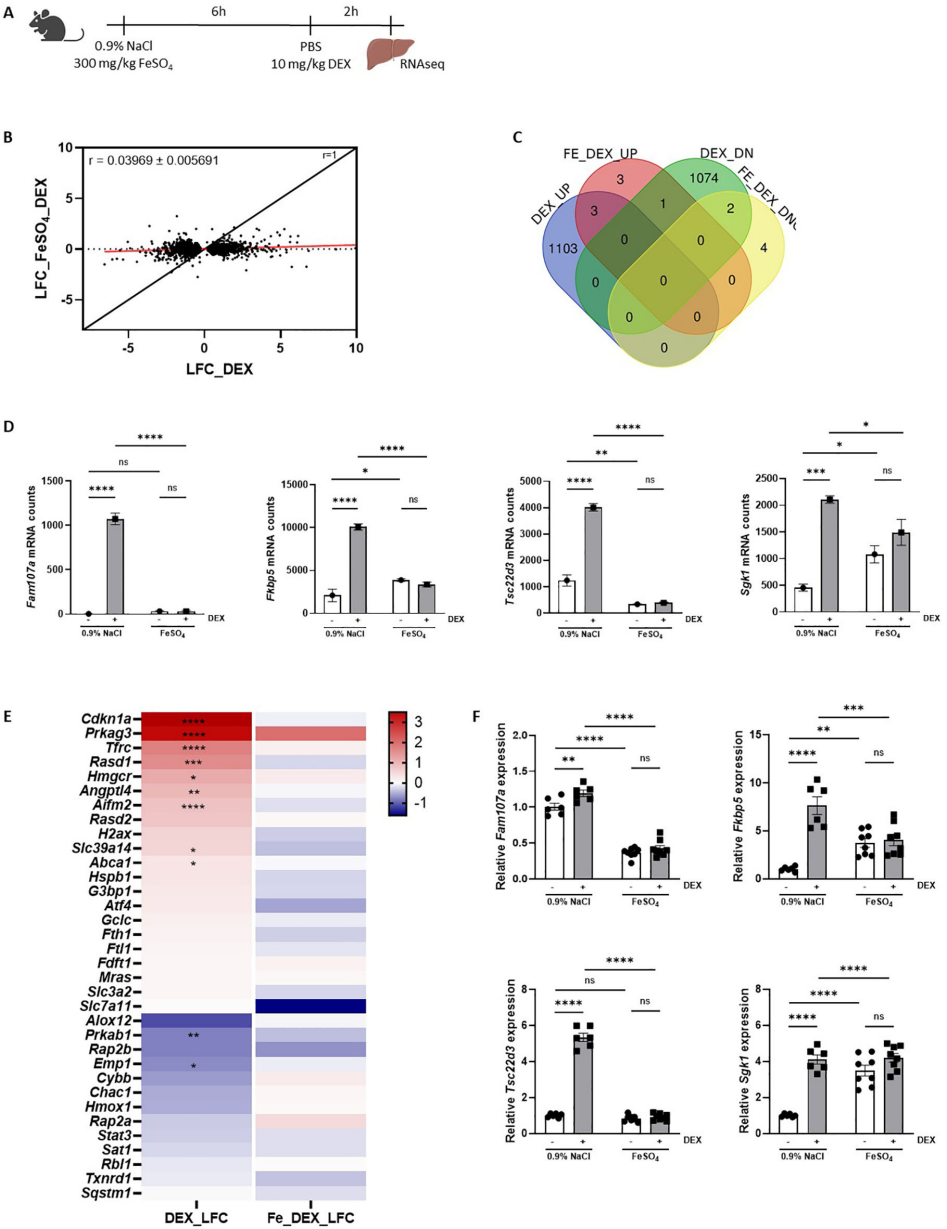
FeSO_4_ induces genome-wide GC resistance. **(A)** Experimental setup: C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl, followed by 10 mg/kg DEX stimulation after 6h. Liver was isolated 2h later for RNAseq analysis (n = 3 per group). **(B)** Scatter plot showing the log fold change (LFC) of all DEX-upregulated genes (FDR < 0.05, LFC > 0) and DEX-downregulated genes (FDR < 0.05, LFC < 0) in 0.9% NaCl versus 300 mg/kg FeSO_4_ mice after 6h. The black line represents the diagonal (r = 1), and the red line represents the real slope ± standard error of the data (r = 0.03969 ± 0.005691) as analyzed by linear regression. **(C)** Venn diagram depicting the number of genes upregulated (UP, FDR < 0.05 and LFC > 0) or downregulated (DOWN, FDR < 0.05 and LFC < 0) by DEX in 0.9% NaCl and FeSO_4_ injected mice. **(D)** Examples of typical GR-responsive genes, the mRNA counts shown are based on the RNAseq data after 0.9% NaCl or FeSO_4_ injection and DEX stimulation. **(E)** Heatmap represents the log_10_ values of the differentially expressed genes (counts) in 300 mg/kg FeSO_4_ injected mice after DEX stimulation which are involved in the ferroptosis signaling pathway identified using IPA. **(F)** C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl, followed by 10 mg/kg DEX stimulation after 6h. Kidney was isolated 2h later. The expression of typical GR-responsive genes was measured via RT-qPCR. N = 6-8 per group, two independent experiments. Data information: All bars represent mean ± SEM. P-values were calculated using two-way ANOVA followed by *post-hoc* Šídák’s multiple comparisons test to correct for multiple testing during the pairwise multiple comparisons, except if otherwise stated. ****P ≤ 0.0001; ***P ≤ 0.001; **P ≤ 0.01; *P ≤ 0.05; ns, not significant.

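At an edgeR FDR of 0.05 or less, 1892 genes responded to DEX in mice given NaCl. A line fitted across these genes, of the LFC by DEX in FeSO4 mice on the LFC by DEX in NaCl mice, had a slope of 0.0225 (SE across genes 0.0061). Genes are not independent replicates, so the slope was also set against the other 9 splits of the 6 FeSO4 mice into 3 and 3, whose slopes were 0.0011 to 0.0384 in size. With each mouse left out in turn, it ran from 0.0088 without FeSO4/PBS mouse 3 to 0.0357 without FeSO4/DEX mouse 1. It was 0.0119 without FeSO4/DEX mouse 3, 0.0131 without NaCl/DEX mouse 3, 0.0145 without NaCl/PBS mouse 2 and 0.0339 without FeSO4/PBS mouse 1 or 2. Apart from the mice, the alternative that moved the slope most was to test genes without a filter on low counts (0.0397). The genes that rose beyond an LFC of 1 after DEX in NaCl mice had a median LFC of 1.49 there and 0.08 in FeSO4 mice. Those that fell had a median of -1.41 in NaCl mice and -0.01 in FeSO4 mice.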

When plotting the LFC of all DEX responsive genes (|LFC| > 0 and FDR ≤ 0.05) following FeSO_4_ and 0.9% NaCl injection, a significant reduction in GR response to DEX was observed in FeSO_4_-injected mice (**Figure 4B**, slope ± standard error of linear regression curve (LRC) = 0.03969 ± 0.007096), indicating that a clear lack of GR response to DEX (GC resistance) is present in the liver. 

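Beyond an LFC of 1, 411 genes rose after DEX in NaCl mice and 0 did in FeSO4 mice. Of the 13857 genes tested, 900 had an unadjusted p under 0.05 for DEX in FeSO4 mice (444 higher and 456 lower), where 693 would by chance. With 1 FeSO4 mouse left out this number ran from 581 to 1610, it was 489 when only the libraries of the comparison were fitted, and in 5 of the other 9 splits of the FeSO4 mice it was above 900, up to 1778. The excess over 693 is therefore not read as a DEX response. The count in NaCl mice was 901 without a minimum LFC and 130 in a test against an LFC of 1. In FeSO4 mice, DESeq2's Wald test called 3 genes higher (Ddit4, Myc and Ppp1r13l), and edgeR without a filter on low counts called 24. Ddit4 (ENSMUSG00000020108, chromosome 10 from 59785491 to 59788492), a stress-response gene, had 99.6 ± 4.08 normalized counts (SD, n = 3) in NaCl/PBS, 3028 ± 194 (SD, n = 3) in NaCl/DEX, 907 ± 217 (SD, n = 3) in FeSO4/PBS and 2362 ± 795 (SD, n = 3) in FeSO4/DEX mice. Its LFC by DEX was 4.93 (SE 0.25, edgeR FDR 3.7e-08) in NaCl mice and 1.38 (SE 0.21, edgeR FDR 0.18) in FeSO4 mice. All 3 FeSO4/DEX mice exceeded all 3 FeSO4/PBS mice, and without FeSO4/DEX mouse 1 the LFC was 1.59 (edgeR FDR 0.012). Cyp2b10 and Cdkn1a, also among the largest rises in NaCl mice, had LFCs of 4.70 and 5.36 there and of -0.16 and -0.08 in FeSO4 mice. Greb1 was at least 41.4-fold higher after DEX in NaCl mice, and at least 24.1-fold without NaCl/DEX mouse 1.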

In total, 1.106 genes were significantly upregulated by DEX in the control group (LFC > 1, FDR ≤ 0.05), while only 7 genes were upregulated by DEX in the presence of FeSO_4_. Similarly, 1.077 genes were downregulated by DEX (LFC < -1, FDR ≤ 0.05) in the 0.9% NaCl condition, compared to only 6 genes in the FeSO_4_ group (**Figure 4C**). 

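In the deposited counts, 473 genes fell after DEX beyond an LFC of -1 in NaCl mice and 0 did in FeSO4 mice, where 456 genes were lower at an unadjusted p under 0.05. DESeq2's Wald test called 2 genes lower in FeSO4 mice (Klf10 and Zbtb26), and edgeR without a filter on low counts called 19. Efna1 (ENSMUSG00000027954, chromosome 3 from 89179037 to 89188449), which encodes an ephrin ligand, had an LFC of -3.51 (SE 0.35, edgeR FDR 2.0e-05) in NaCl mice and of 0.76 (SE 0.29, edgeR FDR 0.73) in FeSO4 mice. The chemokine gene Cxcl1 fell from 939 ± 1308 normalized counts (SD, n = 3) to 22.5 ± 16.3 (SD, n = 3) in NaCl mice, an LFC of -5.39 (SE 1.06, edgeR FDR 0.0036). Its NaCl/PBS mean was 185 without NaCl/PBS mouse 2, and the LFC was then -3.05. Its NaCl/DEX mean was 14.6 without NaCl/DEX mouse 3. Rnf186, Junb and Lhfpl2 had LFCs of -3.41, -3.31 and -3.28 in NaCl mice, and of -0.63, -0.17 and -1.07 in FeSO4 mice, where none was called.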

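Among the genes of Figure 4D, Fam107a (ENSMUSG00000021750, chromosome 14 from 14151750 to 14173507) had 0, 2 and 5 reads in the NaCl/PBS mice and 1085 ± 118 normalized counts (SD, n = 3) in NaCl/DEX mice. It had 33.7 ± 9.60 (SD, n = 3) in FeSO4/PBS and 33.3 ± 14.4 (SD, n = 3) in FeSO4/DEX mice. Fkbp5 (ENSMUSG00000024222, chromosome 17 from 28618058 to 28737521), which encodes a co-chaperone of the GR, had an LFC by DEX of 2.24 (SE 0.29, edgeR FDR 1.4e-04) in NaCl mice and -0.19 (SE 0.28, edgeR FDR 0.92) in FeSO4 mice. Its NaCl/PBS level was 2159 ± 1297 normalized counts (SD, n = 3), and 1411 without NaCl/PBS mouse 2. Tsc22d3 (ENSMUSG00000031431, chromosome X from 139440091 to 139501408), which encodes GILZ, had LFCs of 1.68 (SE 0.17, edgeR FDR 2.2e-05) and 0.24 (SE 0.18, edgeR FDR 0.83). Sgk1 (ENSMUSG00000019970, chromosome 10 from 21758083 to 21875802) had LFCs of 2.19 (SE 0.23, edgeR FDR 2.8e-05) and 0.47 (SE 0.22, edgeR FDR 0.76). Tat (ENSMUSG00000001670, chromosome 8 from 110717063 to 110726435), measured by qPCR elsewhere in the study, had LFCs of 2.23 (SE 0.19, edgeR FDR 5.3e-06) and 0.03 (SE 0.18, edgeR FDR 0.98). In FeSO4 mice 0 of these 5 genes had an unadjusted p under 0.05 for DEX. The difference between the 2 DEX responses was called for all 5, with interaction LFCs between -9.08 and -1.44. Levels in FeSO4/PBS mice were not alike. Against NaCl/PBS mice, Tat rose by an LFC of 2.48 (SE 0.19, edgeR FDR 2.5e-07) and Sgk1 by 1.25 (SE 0.23, edgeR FDR 3.9e-04). For Tat this is no less than its LFC of 2.23 by DEX in NaCl mice. A level already reached and a lost response therefore cannot be told apart for Tat, although its interaction was called. Fkbp5 rose by 0.89 (SE 0.28, edgeR FDR 0.016), a call lost without NaCl/PBS mouse 1 (edgeR FDR 0.070) or 3 (edgeR FDR 0.075), with library size alone (edgeR FDR 0.094) and when only the libraries of the comparison were fitted (edgeR FDR 0.05003), while Tsc22d3 had an LFC of -1.86 (SE 0.18, edgeR FDR 1.5e-06).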

Typical GR-responsive genes are displayed in **Figure 4D**. Furthermore, the expression level of genes involved in ferroptosis signaling identified *via* IPA (**Figure 1D**) were clearly induced by DEX in the control group while their expression levels were no longer altered in the presence of FeSO_4_ (**Figure 4E**). 

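Of the 33 ferroptosis genes tested, 6 were higher and 2 lower after DEX in NaCl mice at an edgeR FDR of 0.05 or less, and 14 had an unadjusted p under 0.05. Adjusted over the list alone, 8 were higher and 3 lower, which is not independent evidence since the study chose the genes on these libraries. Those called included Cdkn1a, Tfrc, Rasd1, Angptl4 and Aifm2, which were higher, and Prkab1 and Rap2b, which were lower. The LFC of Tfrc was 1.73 (SE 0.25, edgeR FDR 3.5e-04) and that of Aifm2 0.81 (SE 0.10, edgeR FDR 1.2e-04). With a mouse left out, 4 to 6 of the 33 genes were called, and 4 without NaCl/PBS mouse 3, NaCl/DEX mouse 2 or NaCl/DEX mouse 3. The calls of Cdkn1a, Tfrc and Aifm2 held in each of these fits. The calls of Rasd1, Angptl4, Prkab1 and Rap2b were each lost in 3 or 4 of the 6 fits. For example, without NaCl/PBS mouse 3 the edgeR FDR was 0.12 for Rasd1, 0.079 for Angptl4 and 0.057 for Prkab1, and without NaCl/PBS mouse 2 it was 0.076 for Rap2b. When only the libraries of the comparison were fitted, 14 genes were called. In FeSO4 mice 0 genes of the list were called, with 5 at an unadjusted p under 0.05. Without a filter on low counts, 2 were called (Atf4 and Slc7a11). The difference between the 2 DEX responses had an edgeR FDR of 0.05 or less for 4 genes, and for 10 adjusted over the list alone. Of the 4, Cdkn1a and Aifm2 kept this call in each of the 12 fits with a mouse left out. Slc39a14 lost it in 8 of them and with library size alone (edgeR FDR 0.054), and Tfrc lost it without NaCl/PBS mouse 3 (edgeR FDR 0.0502). Slc7a11 had no more than 3 reads in any NaCl mouse, so no DEX effect on it could be measured there.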

As the kidney also plays an important role in iron homeostasis alongside the liver and therefore could be affected by FeSO_4_ administration (46), the GR response in the kidneys was studied using qPCR. **Figure 4F** shows that DEX-induced gene expression occurred in the kidney in the 0.9% NaCl group, but not in the FeSO_4_-treated group. Taken together, acute iron overload induces a very severe form of GC resistance in both the liver and the kidney, significantly impairing the response to exogenous or endogenous GCs. 

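In the liver, the difference between the DEX responses of FeSO4 and NaCl mice was tested for each gene as an interaction. Of the 884 DEGs of DEX in NaCl mice, 479 (54.2%) had an edgeR FDR of 0.05 or less for this difference, and all 479 changed less or in the opposite direction in FeSO4 mice. For the other genes a difference between the responses was not shown at this number of mice. The count was 364 to 528 with each mouse left out in turn, and 718 of 1072 DEGs without a filter on low counts. Of the 411 genes that rose after DEX in NaCl mice, 241 had an LFC above 0 by DEX in FeSO4 mice. Of the 473 that fell, 243 had an LFC below 0. From the fall in the number of DEX-responsive genes and the flat slope of their LFCs, together with the qPCR of kidney, which was not analysed here, the paper concludes that FeSO4 induces GC resistance.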

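The level of the DEX-responsive genes in FeSO4 mice was compared with that in NaCl/PBS mice. The 411 genes that rose after DEX in NaCl mice had median levels, on the log2 scale relative to the NaCl/PBS mean, of 0.96, 1.14 and 1.00 in the 3 FeSO4/PBS mice and of 1.07, 1.11 and 1.20 in the 3 FeSO4/DEX mice. In the 3 NaCl/DEX mice, on which the genes were chosen, they were 1.53, 1.51 and 1.46. The genes were chosen against the same NaCl/PBS mice, whose chance values shift every other group in the same direction. The 473 genes that fell after DEX had medians of -1.22, -1.12 and -1.04 in FeSO4/PBS and of -1.09, -1.18 and -1.13 in FeSO4/DEX mice. Of the 411 genes, 139 lay at or above their NaCl/DEX mean in FeSO4/PBS mice, 187 lay between the NaCl/PBS and NaCl/DEX means, and 85 at or below the NaCl/PBS mean. Values without an FeSO4 effect were not computed for these medians and counts, so the part due to the choice of genes is not known. The GR gene itself, Nr3c1 (ENSMUSG00000024431, chromosome 18 from 39543598 to 39652474), fell from 1912 ± 185 normalized counts (SD, n = 3) in NaCl/PBS to 1032 ± 215 (SD, n = 3) in FeSO4/PBS mice, an LFC of -0.89 (SE 0.15, edgeR FDR 1.8e-04).

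**Figure D2:**
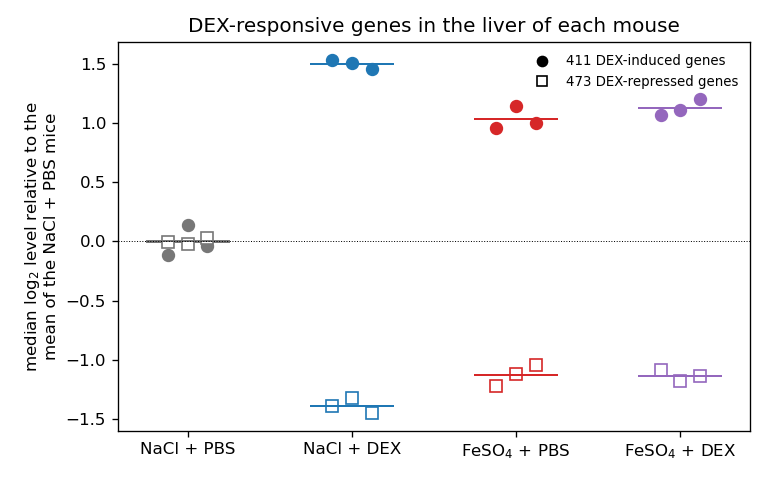
Median level of the 411 genes induced (filled circles) and the 473 genes repressed (open squares) by DEX in NaCl mice, for each of the 3 mice of the 4 groups (horizontal axis), on the log2 scale relative to the mean of the NaCl/PBS mice (vertical axis). Lines mark the mean of each group. The genes were chosen against the same NaCl/PBS mice. The FeSO4 mice lie between 0.96 and 1.20 for the induced genes, with and without DEX, and the NaCl/DEX mice between 1.46 and 1.53.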

Based on the data shown in **Figure 1**, it thus appears that FeSO_4_ first activates the HPA axis, leading to some GR stimulation in the liver, but that the GR is quickly attacked by Fe, completely whipping out its activity.

### 3.5 GC resistance during FeSO_4_-induced lethal shock is a consequence of a reduced nuclear translocation of GR

To investigate the potential mechanisms of GC resistance during acute iron overload, several key aspects of the GR signaling pathway were examined after injection either 0.9% NaCl or 300 mg/kg FeSO_4_ followed by DEX stimulation. The GC signaling pathway includes several critical processes, such as binding of GCs to cytoplasmic GR, nuclear translocation of the receptor, DNA binding, and subsequent regulation of gene expression (47). First, GR protein levels were measured in livers of mice isolated 8h after FeSO_4_ injection using western blot (**Figure 5A**). No significant differences in GR protein levels were observed between the 0.9% NaCl and FeSO_4_ groups (**Figure 5B**). Next, we investigated the nuclear translocation of GR after DEX stimulation. Mice were injected i.p. with 0.9% NaCl or FeSO_4_ (300 mg/kg) and 6h later stimulated with DEX or PBS. The liver was isolated after 2h and nuclear fractions were isolated as shown in **Figure 5C**. Western blot analysis confirmed that DEX treatment induced nuclear import of GR in the 0.9% NaCl group, however this translocation was significantly impaired under acute iron overload conditions (**Figure 5D**). Furthermore, GR levels in the cytoplasm decreased significantly in the 0.9% NaCl group, while no changes were observed in the FeSO_4_ group (**Supplementary Figure 4A**). Collectively, these findings demonstrate that GR nuclear translocation is disrupted by an acute iron overload.

**Figure 5:**
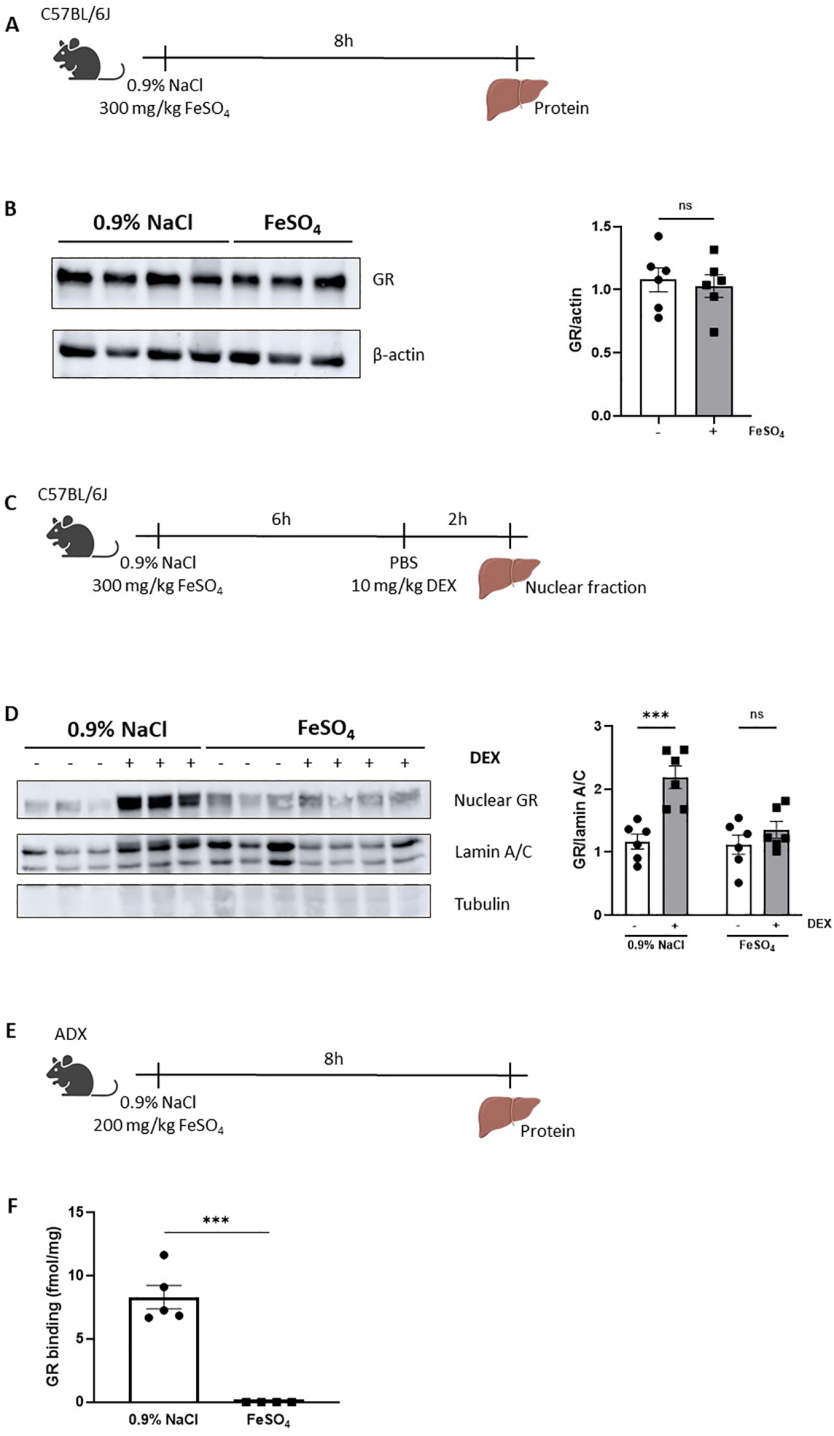
GC resistance during FeSO_4_-induced lethal shock is a consequence of a reduced nuclear translocation of GR. **(A)** Experimental setup: C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl, and livers were isolated after 8h for protein isolation. **(B)** GR protein levels (94 kDa) in the liver were analyzed *via* western blot using β-actin (42 kDa) as a loading control. GR protein levels were visualized and quantified using Amersham Imager 600. N = 2–4 per group, two independent experiments. Representatives immunoblot is depicted. Each dot represents a single biological replicate. P-values were calculated using Mann-Whitney test. **(C)** Experimental setup for liver nuclear fraction extraction: C57BL/6J mice were injected with 300 mg/kg FeSO_4_ or 0.9% NaCl, followed by 10 mg/kg DEX stimulation after 6h. Liver nuclear fractions were isolated 2h later. **(D)** Western blot analysis of GR protein levels in nuclear extract of mouse livers. GR bands (94 kDa) were normalized to the intensities of Lamin A/C bands (74/65 kDa), a marker for nuclear extract. β-tubulin (50 kDa) was used as a control for cytoplasmic contamination. GR protein levels were visualized and quantified using Amersham Imager 600. N = 2–4 per group, two independent experiments. Representative immunoblot is depicted. Each dot represents a single biological replicate. **(E)** Experimental setup for liver cytosol preparation: ADX mice were injected with 200 mg/kg FeSO_4_ or 0.9% NaCl, and livers were isolated after 8h. **(F)** GR protein-specific binding capacity in liver. N = 4-5 per group. P-values were calculated using Mann-Whitney test. Data information: All bars represent mean ± SEM. P-values were calculated using two-way ANOVA followed by *post-hoc* Šídák’s multiple comparisons test to correct for multiple testing during the pairwise multiple comparisons, except if otherwise stated. ***P ≤ 0.001; ns, not significant.

Before GR undergoes nuclear translocation, ligand binding (endogenous GCs or synthetic GCs such as DEX) occurs in the cytoplasm. This ligand-binding event induces a conformational change of the GR, resulting in its dissociation from the molecular chaperone complex, exposing the NLS which enables the recruitment of the nuclear import machinery and facilitating the translocation of the GC-GR complex into the nucleus. To understand why the nuclear translocation of GR is disrupted, we investigated whether the ligand binding capacity of the GR might be affected after acute iron overload. To eliminate the potential effects of endogenous GCs, ADX mice were used. Given the high sensitivity of ADX mice to iron, the FeSO_4_ dose was adjusted to the maximum tolerated dose for an 8h period. Liver tissue was isolated 8h after injection of 0.9% NaCl or 200 mg/kg FeSO_4_ (**Figure 5E**). Liver cytosol was prepared, and GR binding capacity was assessed using radiolabeled corticosterone. We found that FeSO_4_ significantly reduced the ability of GR to bind corticosterone (**Figure 5F**). In conclusion, GC resistance observed during acute iron overload is attributed to the disruptive effects of iron on the GR ligand binding capacity, ultimately impairing its nuclear translocation and transcriptional function.

## 4 Discussion

Iron is an essential element required for various physiological processes, including oxygen transport, DNA synthesis, and energy metabolism. However, excessive iron is toxic and is implicated in the pathogenesis of various diseases (1, 2). Recent studies provide compelling evidence that elevated plasma iron levels are associated with poor outcomes in critically ill patients in intensive care units (ICUs) (5). In sepsis in particular, the severity of tissue damage and multiple organ dysfunction syndrome (MODS) is directly correlated with the extent of iron accumulation (25). Van Coillie et al. introduced an acute iron overload mouse model to induce MODS and found that excessive iron significantly activates the ferroptosis pathway, leading to iron accumulation and lipid peroxidation (26). Since the liver has important synthetic, storing, and regulatory functions in iron homeostasis (48), and GC/GR signaling is involved in several metabolic processes in the liver such as glucose metabolism, fatty acid metabolism, and bile acid metabolism (49), we wanted to investigate the crosstalk between iron and GC/GR biology in more detail with the liver as a central hub. As the primary iron storage organ, the liver is especially vulnerable to iron-induced toxicity (33, 50). To further explore this, we employed this acute iron overload model and conducted RNAseq analyses on the liver.

Our results reveal that the ferroptosis signaling pathway was activated by acute iron overload. This finding aligns with previous studies (26). In addition to ferroptosis, iron also triggers inflammatory responses. Jisen et al. have shown that iron increases levels of the pro-inflammatory cytokine IL-6 in a dose-dependent manner in mouse epithelial JB6 cells (51). Similarly, Yuxiao et al. reported that dextran-iron injection elevated hepatic IL-6 mRNA expression in mice (52). Van Coillie et al. also observed increased IL-6 levels in plasma following acute FeSO_4_ injection in mice (26). Consistently, our IPA pathway analysis suggests that FeSO_4_ activates the IL-6 signaling pathway, contributing to inflammation, which was confirmed *via* serum IL-6 levels. Importantly, we also observed the activation of hepatic GR signaling under acute iron overload. This activation appeared to be dependent on HPA axis stimulation rather than direct activation by iron itself. This finding is supported by prior studies demonstrating that iron overload increases the levels of stress-related metabolites, such as corticosterone (22). Together, acute iron overload activates ferroptosis and inflammatory signaling pathways in the liver, while also stimulating a systemic stress response dependent on the HPA axis causing quick GR activation.

The anti-inflammatory properties of the GC/GR signaling pathway are well-documented, with GR activation suppressing excessive inflammation by inhibiting the production of pro-inflammatory cytokines, such as IL-1β, IL-6, and IFN-β (53). Moreover, the GR pathway plays a role in regulating iron homeostasis through the modulation of genes involved in iron transport and storage in liver (23). Considering the potential for GC signaling to mitigate iron-induced lethality, we hypothesized that GR activation might counteract the harmful effects of iron overload, providing a feedback mechanism to protect against excessive iron-induced inflammation, ferroptosis and tissue damage. However, most of the current research is focusing on the effect of GC/GR in iron metabolism under normal physiological conditions, rather than iron overload models. For instance, He et al. found that GCs promote iron accumulation in the liver by upregulating the expression of IRP-1 (23). Similarly, corticosterone exposure in hippocampal neurons has been shown to increase intracellular iron levels while decreasing ferritin expression (24). Conversely, other studies suggest that long-term DEX exposure reduces liver iron content, which correlates with the downregulation of hepatic TFR1 protein expression (54).

Our study addresses the role of GR signaling during iron overload and reveals that blocking the GC/GR pathway in mice results in extreme sensitivity to most iron-induced toxic effects, including lethality. Even low doses of iron in this context led to lethality, accompanied by significant iron accumulation in both the serum and liver, elevated serum MDA levels, and tissue injury markers. These data suggest a critical role of GR signaling in maintaining iron homeostasis during iron overload conditions with an essential role for GR in resisting the toxic effects of iron overload. Moreover, we observed that inhibition of GR signaling under iron overload conditions led to the upregulation of genes involved in iron uptake (*Tfrc* and *Slc39a14*) and storage (*Fth1*), while expression of the iron export gene ferroportin (*Fpn*) was reduced. This suggests that GR activation normally serves to limit iron accumulation and mitigate oxidative stress, providing a protective mechanism during iron excess. In contrast to these data, we observed that stimulating GR by the common synthetic ligand DEX had no protective effect. Such a situation, in which GR is essential to protect, but cannot be stimulated in a therapeutic way, was shown in polymicrobial sepsis, which appeared to result from a profound inactivity of GR, called GC resistance (16).

Indeed, we observed a significant GC resistance in both the liver and kidney under iron overload conditions. GC resistance is characterized by reduced sensitivity or responsiveness to GCs, despite normal or elevated levels of these hormones (19). Our findings provide a mechanistic explanation for the failure of protection by DEX in the acute iron overload model. Understanding the mechanisms underlying GC resistance is crucial for developing targeted therapeutic strategies. The impaired GC response in GC resistance may arise from various mechanisms, including alterations in the GR, dysregulation of GR signaling pathways, increased expression of pro-inflammatory cytokines, elevated levels of the dominant-negative GRβ isoform, or post-translational modifications affecting GR function (19). In sepsis for instance, studies have demonstrated that GR-DNA binding is significantly diminished in CLP-induced sepsis models during the early stages of disease progression, underscoring a disruption in GR signaling in this condition (16). Here, our findings suggest a distinct mechanism in acute iron overload, where iron directly impairs the GR-ligand binding affinity. To eliminate the potential influence of endogenous GCs, we utilized ADX mice (55) to assess GR binding affinity thereby focusing on the direct effects of iron overload on GR-ligand interactions without the confounding impact of endogenous GC production. Iron overload prevented the proper nuclear translocation of the GR-ligand complex and inhibits subsequent transcriptional activation of GR-responsive genes. Unlike sepsis, acute iron overload specifically alters GR function at the ligand-binding level. The exact molecular mechanisms by which iron interferes with GR-ligand interactions remain unclear and warrants further investigation. One attractive possibility is that, like has been shown for the estrogen receptor under certain conditions, the Zn^2+^ ions that coordinate the cysteine residues in both GR Zn fingers, one of which is essential for GR dimerization and the other one for DNA binding, in the presence of Fe^2+^ overload, might be exchanged to Fe-fingers rather than Zn fingers (56). However, this point remains speculation, and it would also be hard to explain why this mechanism leads to a lack of GR ligand binding.

Taken together, our results provide strong evidence that acute iron overload induces GC resistance by impairing GR ligand-binding capacity. This impairment likely plays a crucial role in the pathophysiology of iron overload-associated disorders, potentially contributing to the dysregulation of inflammatory responses and exacerbating disease progression in conditions of iron excess.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE290955.

How the deposited data were processed for this re-analysis (not part of the article)

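Bulk RNAseq was made from the livers of 12 mice in 4 groups of 3, which received NaCl or 300 mg/kg FeSO4 and then PBS or 10 mg/kg DEX. Livers were taken 8 h after the first and 2 h after the second injection. According to the paper and the sample records, the authors prepared stranded mRNA libraries, sequenced them as single-end reads, checked them with FastQC, mapped them to mm39 with STAR and counted reads per gene. The counts the authors deposited are whole numbers for 55414 Ensembl genes, without normalization, and 30401 genes had no count in any library. Gene symbols came from GENCODE vM39 on GRCm39 for 54749 genes and from the supplementary tables for 7 genes, and 658 genes had no symbol. The authors' annotation was an earlier release, so some genes could be counted over other exons than vM39 gives.

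The following was computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. All 12 libraries entered 1 edgeR quasi-likelihood model with a mean per group, after edgeR's filter on low counts had kept 13857 genes and TMM factors had been computed. Contrasts were FeSO4/PBS against NaCl/PBS, NaCl/DEX against NaCl/PBS, FeSO4/DEX against FeSO4/PBS, FeSO4/DEX against NaCl/DEX, and the difference between the 2 DEX responses. DEGs had a Benjamini-Hochberg adjusted p of 0.05 or less and an LFC beyond 1 in size. The biological coefficient of variation was 0.169 and the prior degrees of freedom 5.93. Normalized counts are TMM-scaled counts at the mean effective library size, and LFCs used a prior count of 0.125. Where all libraries of a group had 3 counts or fewer, a fold change is a lower bound against that floor, which covers counting error only.

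Totals per library lay between 16335651 and 23827340 with a median of 19602514, between 17493 and 18579 genes were detected, and the 20 most abundant genes took 26.3% to 29.4% of the counts. Pairs of mice within a group differed by far more than sampling noise, with a chi-square per gene of 20.6 to 101, so that every library was counted as 1 mouse. With 3 mice per group the number of mice, more than the depth, limits the precision. The model was tested on simulated data with 200 genes changed by an LFC of 2 after DEX. With the effect in NaCl mice alone, 193 (96.5%) were recovered among 13266 genes with 8 false calls, and 0 were called in FeSO4 mice. With the effect in both, 194 (97%) were recovered in NaCl mice among 13279 genes.

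The genes named were taken from the paper's text, Table 2 and Figures 1B, 1C, 4D and 4E, the 5 largest rises and 5 largest falls after FeSO4 and after DEX in NaCl mice, and genes called by DEX in FeSO4 mice. The largest changes were taken among DEGs other than Rik and Gm genes whose treated mice all lay beyond all control mice and whose mean normalized count in the higher group was at least 100. Myc, Ppp1r13l, Klf10, Zbtb26, Setmar, Atoh8, Mrpl34, Khdc4 and Zfp397, and Atf4 as a gene called by DEX in FeSO4 mice, were named after their values had been seen. The same holds for genes named by their level in a list.

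In all, 14 gene lists were tested with camera at a correlation of 0.01 and with fry, namely the ferroptosis genes of the paper, the GR target genes of Figure 4D, the other genes the paper names, IL-6 and acute-phase genes, NRF2 targets, and markers of neutrophils, macrophages, lymphocytes, endothelial cells, mesothelial cells, pancreatic acinar cells, hepatocytes, pericentral hepatocytes and periportal hepatocytes. Of the ferroptosis genes, 1 is counted with its list and otherwise not reported here. The design, the lists and the alternatives were fixed before the data were examined, apart from the alternatives with DESeq2's independent filtering, which were chosen after the results had been seen. The overlap of FeSO4-induced and DEX-induced genes was tested with a one-sided hypergeometric test over the tested genes other than Rik and Gm genes. Promoters from 1000 bp upstream to 50 bp downstream were read from GRCm39 and searched for a response element of 13 bases on both strands.

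Alternatives were DESeq2, DESeq2's size factors, scaling by library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, fits of the libraries of a comparison alone, no minimum LFC, a test against an LFC of 1, and each mouse left out in turn. IPA and HOMER were not run. The qPCR, protein, survival and kidney experiments of the paper were not analysed here. The supplementary tables were read only in part, with 1998, 1999, 1609 and 1999 genes of the 4 comparisons, and served for comparison of values, not for tests.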

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

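The counts over other splits of the mice, the test on genes at or above their DEX level before DEX, and the test on pseudogenes were chosen only after the results had been seen.

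The response to DEX differed between FeSO4 and NaCl mice, in a test of the difference itself, for 479 of the 884 DEGs of DEX in NaCl mice. Of 100 splits drawn at random, in which mice changed places between PBS and DEX within the NaCl and within the FeSO4 mice, 10 gave at least as many genes, the real one included. All 10 kept the NaCl mice in their groups. The 11 drawn splits that did so gave 439 to 561 genes, and the 89 that regrouped the NaCl mice gave 0. Regrouped NaCl mice had no DEGs of DEX, so a count among such DEGs would be 0 in any case. Over all tested genes, however, the 89 splits also gave 0, and the 11 gave 637 to 1219. The count therefore rests on the DEX response of the NaCl mice, and changed little over the 11 groupings of the FeSO4 mice that were drawn with the NaCl mice in place, of the 20 that exist. For the 5 GR target genes of Figure 4D, 11 of the 100 splits gave as many genes with a difference.

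Several technical explanations for the small DEX responses in FeSO4 mice were weighed. Low depth would also remove responses from NaCl libraries of that depth, but 850 DEGs of DEX were called in NaCl mice after thinning these libraries to 16335651 reads, against 884 before. A larger spread between FeSO4 mice would remove calls and leave the slope of the responses near 1, but the slope was 0.0225. The same effect simulated in both groups of mice gave a slope of 0.989. Genes already at their DEX level could not rise further, so that responses would be kept in genes below it. This tests the level of each gene alone. It cannot decide about a GR already activated through the HPA axis, as the paper describes after FeSO4. Such a state could also leave genes below their DEX level without a response. Of the 411 genes induced by DEX, 85 were at or below their NaCl/PBS mean in FeSO4/PBS mice, and the slope through 0 of their responses was 0.147. With the roles of the FeSO4/PBS and FeSO4/DEX mice exchanged, 86 such genes gave 0.119, so most of 0.147 comes with choosing genes that are low in 1 group. For the 139 genes at or above their NaCl/DEX mean in FeSO4/PBS mice, a level already reached and a lost response cannot be told apart, because both leave no rise to measure.

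FeSO4/DEX mice that did not receive DEX cannot be told apart from mice that did not respond by the slope, since 4 of the 10 splits of the 6 FeSO4 mice gave a slope as large. No measure of DEX itself is among the counts. Ddit4, among the 5 largest rises by DEX in NaCl mice, was higher in 3 of 3 FeSO4/DEX mice than in all FeSO4/PBS mice. Under DESeq2 its LFC was 1.36 in the real split and at most 1.03 in size in the other 9, which speaks for DEX having been received. It is a single gene, edgeR did not call it with all mice (edgeR FDR 0.18), and Cyp2b10, also among the 5, did not rise. Cdkn1a, also among them, was above its NaCl/DEX mean in FeSO4/PBS mice, so it left no rise to measure. All 10 tested neutrophil markers had LFCs below 0 by DEX in FeSO4 mice (median -0.50, against -1.01 in NaCl mice), though 0 were called. Their medians relative to NaCl/PBS were 2.77 to 2.95 in FeSO4/PBS and 2.19 to 2.47 in FeSO4/DEX mice. The list was picked from 14 after its values had been seen. By DEX, the GR target list had a median of 2.23 in NaCl and 0.03 in FeSO4 mice. The question stays open. A loss of GR function through FeSO4, which the paper proposes, stays open beside these as far as the counts show. For it the paper also reports impaired nuclear translocation of the GR after DEX in FeSO4 mice. It further reports reduced corticosterone binding in liver cytosol of ADX mice, and kidney genes that no longer responded to DEX by qPCR. None of these experiments was analysed here.

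Of the Rik and Gm genes, which the paper left out of its pathway and motif analyses, 473 of 1063 tested (44.5%) were DEGs after FeSO4, against 25.8% of the other genes. 1 of the 10 splits of the 6 mice, the real one, gave as many, and 3 mice against 3 cannot give a smaller share. Reads shared with named parent genes of pseudogenes would make most of them pseudogenes, but 9.30% were annotated as pseudogenes, and 277 as lncRNA and 57 as protein coding. Of the 130 pseudogenes tested 33.8% were DEGs, against 46.0% of the other Rik and Gm genes. Pseudogene reads thus leave most of the pattern unexplained. Whether these genes respond to iron or to general transcriptional change in the liver was not tested.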

How the results depend on the processing

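The alternatives with DESeq2's independent filtering were tests chosen only after the results had been seen, and all other alternatives were listed beforehand.

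Of 152 values of 17 summary results under the alternatives other than leaving out a mouse, 126 stayed within 1.5 times the value reported or kept their direction and their side of the threshold. The DEGs after FeSO4 and after DEX in NaCl mice, the interaction, the ferroptosis genes after FeSO4, the IL-6 and NRF2 lists and the GR target genes held under DESeq2 without independent filtering, DESeq2's size factors, the block on the replicate number and no filter on low counts. With DESeq2's size factors, 1782 genes were higher and 1986 lower after FeSO4, and the slope of the DEX responses was 0.0216. With at least 10 counts in every library the interaction was called for 405 genes and for 4 of the 5 GR target genes, the fifth, Fam107a, being removed by that filter. Of 565 values of single genes, 540 stayed the same, 8 became weaker, 14 stronger and 3 reversed.

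Without a minimum LFC, the genes higher after FeSO4 numbered 3770 and the genes lower after FeSO4 3783, and 901 genes were higher and 991 lower after DEX in NaCl mice. In the test against an LFC of 1, these were 986, 935, 130 and 68. With DEX-induced genes held to an LFC above 1, the overlap with the top 1000 FeSO4-induced genes was 159. These counts follow from the changed threshold. Scaling by library size alone gave 3073 genes lower after FeSO4, because it leaves the median LFC of all genes at -0.34. It also reversed the LFC of Cps1 after FeSO4 (-0.19), of Emp1 by DEX in NaCl mice (-0.033) and of Tat by DEX in FeSO4 mice (-0.0021), none of which was called.

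By DEX in FeSO4 mice, DESeq2 without independent filtering called 3 genes higher and 2 lower. DESeq2 with independent filtering called 3 and 3, and without a minimum LFC 5 and 5. At any size of change it called 4036 genes higher and 3718 lower after FeSO4, and 1144 and 1062 by DEX in NaCl mice. edgeR without a filter on low counts called 24 and 19 genes by DEX in FeSO4 mice, including 2 ferroptosis genes. In that fit the estimated prior degrees of freedom were infinite, so that every gene has the spread of the trend. When only the libraries of a comparison were fitted, 14 ferroptosis genes were called by DEX in NaCl mice, and the cause was not tested. The odds ratio of the response element was 1.40 in that setting and 1.52 with at least 10 counts in every library, without a call in either, and the cause was not tested.

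Fits with each mouse left out have fewer mice. They gave 1642 to 1818 genes higher and 1932 to 2079 lower after FeSO4, 329 to 452 higher and 346 to 423 lower by DEX in NaCl mice, 364 to 528 genes with an interaction, an overlap of 191 to 290 genes, and slopes of 0.0088 to 0.0357. The ferroptosis genes called by DEX in NaCl mice were 4 to 6, against 8 with all mice. By DEX in FeSO4 mice, 0 to 1 genes were higher, the 1 being Ddit4 without FeSO4/DEX mouse 1, and 0 were lower. The median LFC of the IL-6 list was 0.82 to 1.29 and that of the NRF2 list 0.80 to 1.48, the lowest of each without FeSO4/PBS mouse 1. Of 576 values of single genes, 35 became weaker, 3 stronger and 9 reversed. None of the reversed values was called, and the cause was not tested. Their ranges were -0.12 to 0.027 for Otc after FeSO4, -0.048 to 0.35 for Emp1 by DEX in NaCl mice, and -0.45 to 0.23 for Fam107a and -0.17 to 0.19 for Tat by DEX in FeSO4 mice.

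Mice share replicate numbers between groups, but the numbers do not pair them. The correlation of deviations from the group means was -0.16 to 0.22 over 18 pairs with the same number (median -0.011, 3 over 0.1), and -0.32 to 0.27 over 36 other pairs. With the replicate number as a block, 1700 genes were higher and 2021 lower after FeSO4, 412 and 459 by DEX in NaCl mice, and 0 and 0 by DEX in FeSO4 mice, where 802 genes had an unadjusted p under 0.05. The interaction was called for 452 genes, the slope was 0.0254, the overlap 252, the odds ratio of the response element 1.68, and the median LFC 1.13 for the IL-6 and 1.21 for the NRF2 list. The block changed no call of these results. For the interaction and the GR target genes, no fit of the libraries of a comparison alone exists.

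Depth limits the results for genes with few reads, such as Il6 and Slc7a11 in NaCl mice. Thinning the NaCl libraries to the lowest total gave 850 DEGs of DEX against 884 before, of which 817 were in both.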

Differences from the paper's values

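The alternatives with DESeq2's independent filtering were tests chosen only after the paper's values had been compared, and every other alternative was listed before the data were examined.

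In units of 1000 genes, the paper gives 1.106 higher and 1.077 lower after DEX in NaCl mice at an LFC beyond 1, against 0.411 and 0.473 here. Of the alternatives set before the data were examined, only that without a minimum LFC came within 1.5 times of both values (0.901 and 0.991). The legend of Figure 4C states a threshold of an LFC beyond 0. DESeq2 with independent filtering and without a minimum LFC, chosen after seeing the values, gave 1144 and 1062 genes, and with an LFC beyond 1 it gave 460 and 479.

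For DEX in FeSO4 mice the paper gives 7 genes higher and 6 lower, against 0 and 0 here. None of the alternatives set before the data were examined closed the gap, with 3 and 2 genes under DESeq2 without independent filtering and 24 and 19 without a filter on low counts. DESeq2 with independent filtering and without a minimum LFC, chosen after seeing the values, gave 5 and 5, within 1.5 times of the paper's counts.

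The paper's p for the overlap of the top 1000 FeSO4-induced genes with DEX-induced genes is 3.53e-73, against 5.4e-80 here, and none of the alternatives set before the data were examined closed the gap. With each mouse left out p was 4.5e-105 to 2.0e-73. With DESeq2's independent filtering, chosen after seeing the values, p was 2.0e-75. The supplementary list of shared genes holds 237 genes, of which 205 are among the 246 here.

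The slope of DEX responses in FeSO4 mice on those in NaCl mice is 0.03969 in the paper with a standard error of 0.007096 in the text, against 0.0225 here. It came within 1.5 times of the paper's value with at least 10 counts in every library (0.0300), DESeq2 without independent filtering (0.0361), no filter on low counts (0.0397), fits of the libraries of a comparison alone (0.0301), and without FeSO4/DEX mouse 1 (0.0357), FeSO4/PBS mouse 1 (0.0339), FeSO4/PBS mouse 2 (0.0339) or NaCl/DEX mouse 2 (0.0293). It did not with DESeq2's size factors, library size alone, the replicate block, an LFC beyond 1, total least squares or the other mice left out. With DESeq2's independent filtering, chosen after seeing the values, it was 0.0367.

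For Cyp2d11 after FeSO4 the paper's supplementary LFC is 5.95, against 7.55 here, and no alternative closed the gap (7.25 to 7.70, and 7.08 to 8.10 with a mouse left out). Since no NaCl/PBS mouse had more than 3 reads, the bound that holds here is an LFC of at least 6.80. For Gapdh the paper's LFC is 1.47, against 1.12 here, and no alternative closed the gap (0.79 to 1.14, and 0.85 to 1.25 with a mouse left out).

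Among the ferroptosis genes by DEX in NaCl mice, Figure 4E marks Abca1, Slc39a14, Emp1 and Prkag3 as changed, and Rap2b not. Here Abca1 had an LFC of 0.32 (edgeR FDR 0.082), Slc39a14 0.53 (edgeR FDR 0.060) and Emp1 0.12 (edgeR FDR 0.89), where the figure shows a fall, Prkag3 was not tested, and Rap2b had -1.09 (edgeR FDR 0.013). Abca1 was called by DESeq2 without independent filtering and when only the libraries of the comparison were fitted. Slc39a14 was called under these 2 settings, with DESeq2's size factors, without a filter on low counts and without NaCl/PBS mouse 2. No setting called Emp1.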

Other observations

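The counts over other splits of the mice and the test on the share of hepatocyte RNA were tests chosen only after the results had been seen.

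Of the 10 splits of 6 mice into 3 and 3, only 1, the real one, gave results as large for the genes higher and lower after FeSO4, the ferroptosis genes higher and lower (which the study chose on these libraries), the IL-6 and NRF2 lists, the neutrophil and macrophage lists, the genes higher and lower after DEX in NaCl mice, and the ferroptosis genes by DEX in NaCl mice. For the genes higher, the genes lower and the ferroptosis genes by DEX in FeSO4 mice, where the real split gave 0, all 10 splits gave as many. No other split called a gene beyond an LFC of 1 after FeSO4, so the overlap and the response element were compared for the 1000 genes with the highest LFC, called or not. Of these, 241 were DEX-induced in the real split and at most 203 in another, so 1 of the 10 splits, the real one, gave as many. For the response element 2 of the 10 splits gave an odds ratio as large, 1.68 in the real one and 1.76 in another. Each other split still sets 2 FeSO4 mice and 1 NaCl mouse against the reverse. With 3 mice against 3, no share can be under 0.1. DESeq2 called 10 genes of any size by DEX in FeSO4 mice, and 4 of the 10 splits of these mice gave as many, up to 106 genes. Up to 20 genes passed an LFC of 1 in another split, against 6 in the real one.

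Both the FeSO4-induced and the DEX-induced genes were set against the same NaCl/PBS mice, which may raise their overlap. The largest overlap in 20 simulations without an FeSO4 effect was 184 genes, against 246 observed, and with separate control mice the smallest overlap of the top 1000 genes was 282, where 78.2 would be shared by chance. In the simulations the top 1000 genes were taken called or not, and 1185 to 1316 genes were DEX-induced, against 870 observed. With all 3 control mice in both rankings, 331 of the top 1000 genes were shared. Shared controls therefore leave most of that overlap unexplained, and part of the 246. The genes repressed by DEX moved in the same way. Of 991 genes lower after DEX in NaCl mice, 642 were lower and 109 higher after FeSO4, with a median LFC of -0.91. By sign alone, 80.7% of the 901 DEX-induced genes were higher and 78.5% of the repressed genes lower after FeSO4. Shared controls account for part of this, since the simulations gave 58.8% to 64.1% and 61.3% to 65.6%. GR activation, which the paper proposes, and other programs that DEX and FeSO4 share were not separated by a test of these counts. Beside the overlap, the paper reports raised serum ACTH and corticosterone after FeSO4. By qPCR it also reports that FeSO4 induced typical GR-responsive genes, but not in ADX mice. These experiments were not analysed here.

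The rise of inflammatory genes after FeSO4 could come from RNA of incoming leukocytes. Of 16 neutrophil markers 10 were tested, 7 higher and 1 lower, with a median LFC of 2.81 (camera, adjusted p = 3.2e-04, 1.1e-04 unadjusted and 7.9e-06 under fry). S100a9, the most abundant, rose from 51.1 (32.3 without NaCl/PBS mouse 2) to 360 normalized counts, and 6 of the markers were already expressed in NaCl/PBS mice. Macrophage markers went the other way, with 0 of 13 higher and 10 lower, 11 adjusted over the list alone, and a median LFC of -0.63 (camera, adjusted p = 0.013, 0.0056 unadjusted and 0.0028 under fry). Clec4f fell from 2207 to 1427 normalized counts, and all 13 were expressed in NaCl/PBS mice. A lower share of hepatocyte RNA would raise both lists, and the median of -0.63 argues against it. Incoming leukocytes stay open as a source. The neutrophil median of 2.81 goes with them, and the macrophage list holds markers of resident cells, which incoming cells need not carry, so it does not test them. By mouse, the neutrophil medians were 2.95, 2.89 and 2.77 and the macrophage medians -0.66, -0.59 and -0.55 relative to NaCl/PBS.

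For the remaining lists after FeSO4, the counts of genes higher and lower were 0 and 2 of 11 tested lymphocyte markers (median LFC -0.22), 2 and 5 of 12 endothelial markers (median -0.36), 0 and 1 of 5 mesothelial markers (median -0.85), 0 and 0 of 2 pancreatic acinar markers (median -0.23, 0 at an unadjusted p under 0.05), 6 and 0 of 15 hepatocyte markers (median 0.29), 1 and 3 of 10 pericentral markers (median -0.20) and 6 and 1 of 11 periportal markers (median 0.40). None of these lists passed camera after adjustment, and fry gave 6.0e-04 for the hepatocyte list and 0.029 for the pericentral list. Hepatocyte and pericentral markers share 1 gene. Of the 18 other genes the paper names that were tested, 12 were higher and 3 lower, with a median LFC of 1.07. The list shares 9 genes with the ferroptosis list and 4 with the periportal list. Of the GR target genes, 4 were higher and 1 lower after FeSO4. Adjusted over the list alone, the counts became 0 and 0 for lymphocyte and mesothelial markers, 5 and 0 for hepatocyte markers and 7 and 1 for periportal markers, and those of the other lists of this paragraph and of the neutrophil markers stayed as given.

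The first principal component of the 12 libraries held 71.4% of the variance and separated FeSO4 from NaCl mice. The second held 12.0% and separated NaCl/DEX from NaCl/PBS mice, while the FeSO4 mice lay between them. The third, with 5.52%, set FeSO4/PBS mouse 1 at 35.9, apart from the others. This mouse carried much of the level of several genes. Without it, the FeSO4/PBS mean of Lcn2 was 15294 in place of 25097 normalized counts, and that of Saa1 15948 in place of 44566.

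Slc40a1, which encodes the iron exporter ferroportin, fell from 3713 to 967 normalized counts after FeSO4, an LFC of -1.94 (SE 0.14, edgeR FDR 1.2e-07). Gapdh, whose reads could also match pseudogenes, rose from 5795 to 12569.

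The part of the supplementary tables that was read was compared with DESeq2 fits of the deposited counts with independent filtering. LFCs lay within 0.001 for 100% of 1820 genes by DEX in FeSO4 mice, for 97.3% of 1463 genes by DEX in NaCl mice and for 0.797% of 1883 genes after FeSO4. For the FeSO4 comparison, adjusted p lay within 0.01 for 91.3% of the genes, and 37 of its 1998 genes were not in the table of counts analysed here. No explanation was tested.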
